# TNF Signaling Acts Downstream of MiR-322/-503 in Regulating DM1 Myogenesis

**DOI:** 10.3389/fendo.2022.843202

**Published:** 2022-04-07

**Authors:** Meng Li, Feng Xu, Zhongxian Liu, Chunguang Wang, Yun Zhao, Guoping Zhu, Xiaopeng Shen

**Keywords:** DM1, miR-322/-503, TNF signaling, myogenesis, myoblast

## Abstract

Myotonic dystrophy type 1 (DM1) is caused by the expanded CUG repeats and usually displays defective myogenesis. Although we previously reported that ectopic miR-322/-503 expression improved myogenesis in DM1 by targeting the toxic RNA, the underlying pathways regulating myogenesis that were aberrantly altered in DM1 and rescued by miR-322/-503 were still unknown. Here, we constructed DM1 and miR-322/-503 overexpressing DM1 myoblast models, which were subjected to *in vitro* myoblast differentiation along with their corresponding controls. Agreeing with previous findings, DM1 myoblast showed remarkable myogenesis defects, while miR-322/-503 overexpression successfully rescued the defects. By RNA sequencing, we noticed that Tumor necrosis factor (TNF) signaling was the only pathway that was significantly and oppositely altered in these two experimental sets, with it upregulated in DM1 and inhibited by miR-322/-503 overexpression. Consistently, hyperactivity of TNF signaling was detected in two DM1 mouse models. Blocking TNF signaling significantly rescued the myogenesis defects in DM1. On the contrary, TNF-α treatment abolished the rescue effect of miR-322/-503 on DM1 myogenesis. Taking together, these results implied that TNF signaling mediated the myogenesis defects in DM1 and might act downstream of miR-322/-503 in regulating the myogenesis in DM1. Moreover, the inhibition of TNF signaling benefiting myogenesis in DM1 provided us with a novel therapeutic strategy for DM1.

## Introduction

Myotonic dystrophy type 1 (DM1) is an autosomal inherited neuromuscular disease caused by aberrant expanded trinucleotide repeats (CTG) in the 3’ untranslated region (3’UTR) of the DMPK gene (1, 2). The copy number of CTG repeats was more than 50 in DM1 patients and less than 37 in healthy individuals (3, 4). The mRNA transcribed from the expanded CTG repeats conjugated DMPK gene in DM1 is called toxic RNA, which leads to abnormal expression of MBNL1 and CELF1. As MBNL1 and CELF1 are RNA alternative splicing regulators, DM1 is characterized by aberrant alternative splicing events, which directly cause the pathological phenotypes of DM1, for example, defective myogenesis. Although many mechanisms and pathways have been revealed to regulate myogenesis in DM1, there were still controversies.

Myogenesis is a complicated process that is precisely controlled by multiple regulatory factors and signaling pathways (5). Myogenesis from myoblasts is consists of three steps: cell cycle exit, cell alignment, and cell fusion. Upon myogenesis initiation, Pax7^+^ satellite cells are activated and proliferate to form MyoD^+^ myoblasts (5). MyoD^+^ myoblasts are highly proliferative and their division gives rise to a sufficient number of myogenic progenitors for subsequent steps (6). Next, myoblasts exit the cell cycle and start to differentiate into myocytes. At this stage, MyoG drives myocyte generation, with the expression of MyoD dropping gradually (7). Following that, mononuclear myocytes undergo cell alignment and cell fusion to generate multinucleated myotubes, where Mrf4 and Mef2C function as key regulators (8, 9). In addition, Myomixer and Myomaker are essential factors for the cell fusion process (10). As a result of the whole myogenesis process, Myh3^+^/Myh7^+^ myotubes are produced (11).

MicroRNAs are a group of 18~22 nucleotide non-coding RNAs, which can suppress gene expressions by incorporating the RNA-induced silencing complex (RISC) to the 3’UTR of mRNAs. miR-206, miR-148a, miR-322/-503 clusters were known as important regulators in DM1 and the manipulation of their expressions could be potential therapeutic approaches for DM1 defects (12, 13). Specifically, miR-206 and miR-148a targeted the non-CUG repeat region of DMPK 3′UTR, while miR-322/-503 directly targeted both Celf1 and the toxic RNA. Moreover, the ectopic miR-322/-503 expression could significantly improve myogenesis in DM1, whereas leaving the underlying mechanisms or pathways that mediated such function unknown.

Tumor necrosis factor (TNF) signaling is a pleiotropic pathway that regulates both homeostasis and disease pathogenesis. In the presence of TNF-α, IKK-α/β activates downstream NF-κB signaling, and the activated NF-κB enters the nucleus to participate in the transcription of Caspase8, Cxcl5, Lif, and other genes, ultimately leading to cell apoptosis and inflammation (14–16). Several miRNAs, such as miR-218, miR-451, and miR-322, were previously reported as fine-tuning regulators of the TNF signaling (17–19). Recent studies suggested that hyperactive TNF signaling led to skeletal muscle atrophy and impaired myogenesis (20, 21). In addition, with TNF-α treatments, miR-322 and miR-335 levels were closely associated with myogenesis extents (22). Nevertheless, in DM1, the effects of TNF signaling on myogenesis and the function of miR-322/-503 were uninvestigated to our best knowledge.

Here we discovered that TNF signaling was hyperactive in both DM1 cell and mice models and miR-322/-503 rescued myogenesis defects in DM1 at least partially through the TNF signaling. Meanwhile, the inhibition of TNF signaling using a chemical inhibitor significantly rescued myogenesis defects in DM1, which implied a potential therapeutic role of TNF signaling.

## Materials And Methods

### Cell Culture

C2C12 cells used in this study were kindly provided by Stem Cell Bank, Chinese Academy of Sciences. The cells were authenticated by STR profiling and free of mycoplasma contamination. C2C12 cells were cultured in the growth medium (high-glucose Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Cat# C11965500BT), supplemented with 20% Fetal Bovine Serum (Clark bioscience, Cat# FB15015), 50 U/mL penicillin, and 50 μg/mL streptomycin (Biosharp, Cat# BL505A)). For normal culture, C2C12 cells were seeded onto 6-well plates (8×10^4^/well) and cultured in the growth medium. C2C12 cells were subcultured when they reached ~70% confluence.

For *in vitro* myoblast differentiation, C2C12 cells were seeded onto 6-well plates (8×10^4^/well) and cultured in the growth medium until 80-90% confluence (~9×10^5^/well). Next, C2C12 cells were switched to culture in the differentiation medium (DMEM supplemented with 2% Horse Serum (HyClone, Cat# SH30074.03), 50 U/mL penicillin, 50 μg/mL streptomycin, and 1 μM insulin (Beyotime, Cat# P3376-100IU)). The differentiation medium was changed daily. The culture in the differentiation medium lasted for 6 days. If it is necessary, add a TNF signaling inhibitor, INH14 (100 nM except where otherwise stated, MCE, Cat# HY-114454) or TNF-α (50 ng/ml, Peprotech, Cat# 315-01A) to the medium from day 3 to day 6, with DMSO (Diamond, Cat# A100231-0500) or BSA (Sigma, Cat# V900933) as control, respectively. *in vitro*Total RNA samples were collected on day 0, day 1, day 2, day 4, and day 6, and cells on culture dishes were fixed on day 6 for immunofluorescence staining.

### Plasmid and Cell Line Construction

pCDNA3-GFP-(CUG)_5_ and pCDNA3-GFP-(CUG)_200_ plasmids were as previously reported (23). In such plasmids, 5 and 200 CTG repeats were placed at the 3’ UTR regions of the GFP gene, respectively. In this study, the pLL4.0 backbone was generated by replacing a GFP expressing cassette in the pLL3.7 vector with a puromycin encoding fragment. miR-322/-503 overexpression plasmid (pLL4.0-miR-322/-503) was produced by ligating a miR-322/-503 encoding fragment into the pLL4.0 plasmid at an EcoRI site.

Plasmid transfections were performed with the PolyJet transfection reagent (SignaGen, Cat# SL100688) according to the manufacturer’s suggestion. Cell culture mediums were changed 24h after transfection. The transfected cells were subjected to drug selections when stable cell lines were needed. The drugs used in this study include G418 (1mg/ml, Biofroxx, Cat# 1150GR001) and puromycin (1mg/ml, Sangon Biotech, Cat# A610593), which were adopted regarding specific drug resistances carried in the plasmids. All C2C12 derived cell lines were selected stable before *in vitro* myoblast differentiation.

### Total RNA Extraction and Real-Time Quantitative PCR (RT-qPCR)

Total RNA was extracted from the Total RNA Isolation Reagent (Biosharp, Cat# BS259A). Reverse transcription was performed with FastKing kit cDNA (Tiangen, Cat# KR118-02). Quantitative PCR was performed with Powerup SYBR Master Mix (Applied Biosystems, Cat# A2577) using a Roche Light Cycle96 machine. All these procedures were performed according to the manufacturer’s protocols. Gapdh was used as a normalized control. All RT-qPCR primer sequences were provided in the **Table S1**.

### Immunofluorescence

Cells were briefly washed with PBS and then fixed with 4% paraformaldehyde (PFA, Sangon Biotech, Cat# A500684) for 10 min at room temperature. Following fixation, the cells were permeabilized with 0.1% TritonX-100 in PBS for 30 min. Subsequently, the cells were blocked in the blocking solution (10% normal goat serum, 0.1% Triton X-100 in PBS) for 1 h, and incubated with primary antibodies overnight. On the next day, the cells were incubated with fluorescence conjugated-secondary antibodies for 90 min at room temperature and then stained with DAPI for 5 min. Immunostaining images were taken with a Leica DMI8 fluorescence microscope, and analysis was performed by ImageJ software (RRID: SCR_003070) (24). In fluorescent images, the myotube area is the ratio of fluorescence positive area to the whole area. and fusion index is the ratio of nuclei number in the cells with at least two nuclei versus total nuclei number. These antibodies used were as follows: MF20 mAb (1:10, DSHB, Cat# AB_2147781), Ki67 mAb (1:100, Invitrogen, Cat# MA5-14520), Goat anti-Rabbit Alex Fluor 488-conjugated IgG (1:500, Invitrogen, Cat# A11008), Goat anti-Mouse Alex Fluor 555-conjugated IgG (1:500, Invitrogen, Cat# A32727).

### RNA Fluorescence *In Situ* Hybridization (RNA FISH)

RNA FISH was performed as reported previously (13). Cells were fixed with 4% PFA at 4°C for 20 min and then permeabilized with PBS supplemented with 0.5% Triton X-100 and 2 mM ribonucleoside vanadyl complex (RVC, Beyotime, Cat# R0107) for 7 min. Next, the cells were incubated with 30% formamide (Sangon Biotech, Cat# A600212) and 2× SSC (Sangon Biotech, Cat# B548110) for 10 min. Hybridization was conducted by incubating the cells with the hybridization buffer (30% formamide, 2× SSC, 0.02% bovine serum albumin (Sigma, Cat# V900933), 66 ug/ml yeast tRNA (Invitrogen, Cat# AM7119), 10% dextran sulfate (Sangon Biotech, Cat# A600160), 2 mM RVC, and 2 ng/μl (CAG)_7_ probe) for 24 h. The cells were then washed with 30% formamide and 2× SSC at 45°C for 30 min and then 1× SSC at 37°C for 30 min. Finally, the cells were mounted with Antifade Mounting Medium with DAPI (Beyotime, Cat# P0131) and observed with a Zeiss ApoTome.2 fluorescence microscope. The (CAG)_7_ probe was 5′-CAGCAGCAGCAGCAGCAGCAG-3′ with 5′-FAM label and 2′-O-methyl modification at the first two nucleotides.

### Apoptosis Assay

Apoptosis assay was performed with the Annexin V Apoptosis Detection Kit FITC (BBI, Cat# E606336) according to the manufacturer’s suggestion. Cells were briefly washed with PBS and re-suspended with 1× binding buffer at a density of ~5×10^5^/ml. Subsequently, the cells were incubated with Annexin V-FITC for 15 min at room temperature. Next, the cells were incubated with Propidium Iodide (PI) for 5 min. Finally, the cells were subjected to flow cytometry on a BD FACSCantoII Flow Cytometer (BD). Annexin V^+^ cells were apoptotic cells.

### RNA Sequencing (RNA-Seq)

RNA samples were sent to the Anhui Microanaly Genetech Technology Co., LTD for library construction and RNA-seq. Raw data were first filtered with the Trim-Galore software (RRID: SCR_011847) and then aligned to the mouse GRCm38 genome by the Hisat2 software (RRID: SCR_015530) (25). Next, the Stringtie software (RRID: SCR_016323) was used to generate readcount tables (26). Differentially expressed genes (DEGs) were determined with the DESeq2 software (RRID: SCR_015687) (27), of which the cut-off used was | log2Fold Change | > 1 and adjust p-value< 0.05. Gene ontology (GO) and Gene Set Enrichment Analysis (GSEA) were performed with the clusterProfiler software (RRID: SCR_016884) (28). RNA-seq data generated in this study have been deposited at the Gene Expression Omnibus (GEO) database under the accession numbers GSE174119 and GSE189897. The RNA-seq data of quadricep muscles derived from wild-type and two DM1 mice models were obtained from Sequence Read Archive (SRA) database (PRJNA625451).

### Statistical Analysis

Bar graphs were drawn with the R, Microsoft Excel, and GraphPad Prism 9. The quantification of Immunofluorescence staining images was performed with the ImageJ software. Three biological replicates and three technical replicates were performed for all assays except where otherwise stated. Significance was determined by the student’s t-test and one-way analysis of variance (ANOVA), and p < 0.05 was considered to be statistically significant. All data were presented as mean ± SD.

## Results

### Myogenesis Was Defective in the DM1 Myoblast Model

We constructed normal and DM1 myoblast models by stably transfecting C2C12 myoblast cells with pCDNA3-GFP-(CUG)_5_ and pCDNA3-GFP-(CUG)_200_ plasmids, respectively. To verify the normal and DM1 myoblast models, we performed RNA FISH with (CAG)_7_ probes as reported previously (13). The DM1 myoblasts showed clear RNA foci, while the normal group did not (**Figure 1A**). We examined the proliferation abilities of these two cell models by immunostaining against Ki67 and found DM1 myoblasts retained a relatively higher proliferation (**Figure S1**). By Annexin V/PI apoptosis assay, we found that DM1 and control myoblasts had similar ratios of apoptotic cells (**Figure S2**). We next performed *in vitro* myoblast differentiation on normal and DM1 myoblasts (**Figure 1B**). By immunostaining against MF20, we observed a severely damaged myotube formation in the DM1 group (**Figure 1C**). Statistical analyses indicated that myotube area and fusion index were both significantly lowered in DM1 (**Figure 1D**). Similarly, the mean number of nuclei per fiber was significantly downregulated in DM1 (**Figure 1E**). By RT-qPCR, we found that myogenesis-related genes (MyoG, MyoD, Mef2C, and Mrf4) and myoblast fusion markers (Myomixer and Myomaker) were all significantly repressed in DM1 (**Figure 1F**). These results suggested that our DM1 myoblast model reproduced the defective myogenesis in DM1 and thus could be applied to further studies on DM1 regulatory mechanisms.

**Figure 1:**
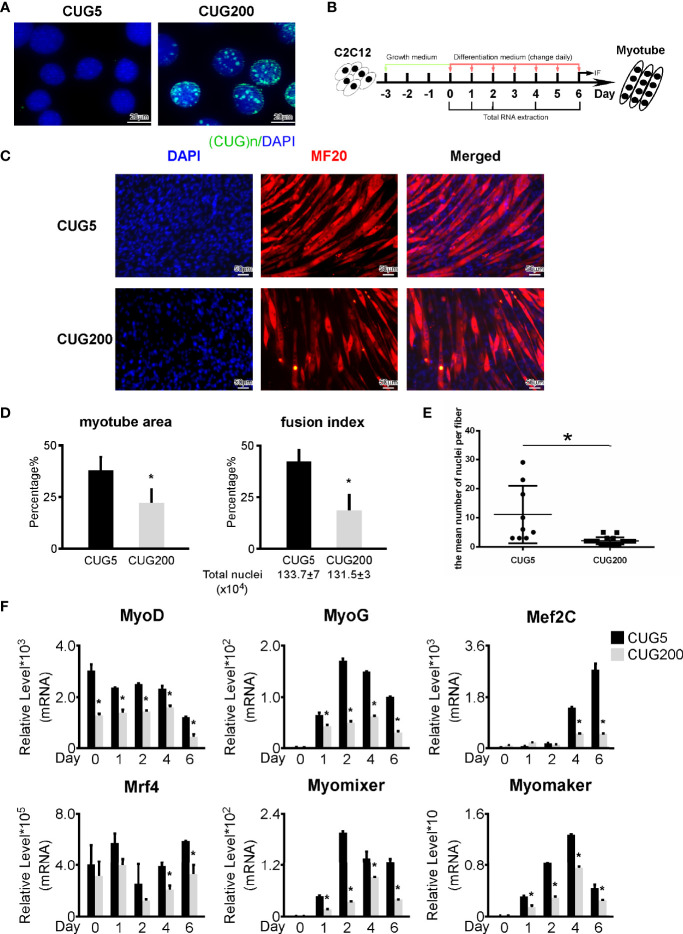
Myogenesis was defective in the DM1 myoblast model. **(A)** Ribonuclear foci were detected in the DM1 myoblast model, but not in the normal group. RNA FISH with the (CAG)7 probe was performed on the normal and DM1 myoblast models. **(B)** Schematic diagram of *in vitro* myoblast differentiation of the normal and DM1 myoblasts. **(C)** Myotube formation was significantly repressed in the DM1 group. Immunofluorescence staining against MF20 was performed on differentiation day 6. **(D)** The myotube area and fusion index were significantly decreased in the DM1 group. **(E)** The mean number of nuclei per fiber was significantly decreased in the DM1 group. **(F)** The expression of muscle regulatory factors (MyoD, MyoG, Mef2C, and Mrf4) and myoblast fusion genes (Myomixer and Myomaker) was significantly downregulated in the DM1 group. CUG5, the normal group; CUG200; the DM1 group; n≥3; *p < 0.05.

Previous reports have documented many regulatory factors that might contribute to the defective myogenesis in DM1, such as aberrant alternative splicing and upregulated Celf1, while the underlying pathways that directly mediated this defect remained unclear. To address this, we performed RNA-seq on the normal and DM1 myoblasts that had been subjected to *in vitro* myoblast differentiation on day 4. Principal component analysis (PCA) on this RNA-seq data indicated that the expression patterns of normal and DM1 groups were highly distinct (**Figure 2A**). Through classical DEG analysis, we identified 279 upregulated and 158 downregulated genes using the cut-off of | log_2_Fold Change | > 1 and adjusted p-value< 0.05 (**Figures 2B, C**). Next, we performed GO analysis on these DEGs and found that muscle tissue development-related processes were inhibited, while the processes of cytokine activity, receptor-binding capability, and extracellular matrix (ECM) related processes were significantly strengthened in DM1 (**Figure 2D**). For verification, we performed RT-qPCR on ECM-related factors (Col1a1, Fmod, Postn) and cytokine factors (Cxcl5, Ccl2, IL1β) and found these genes were all significantly upregulated during DM1 myogenesis (**Figure S3**). The alterations of ECM-related gene expression and alternative splicing in DM1 had been studied previously (29), while the cytokines-related processes and pathways in DM1 were previously unrecognized.

**Figure 2:**
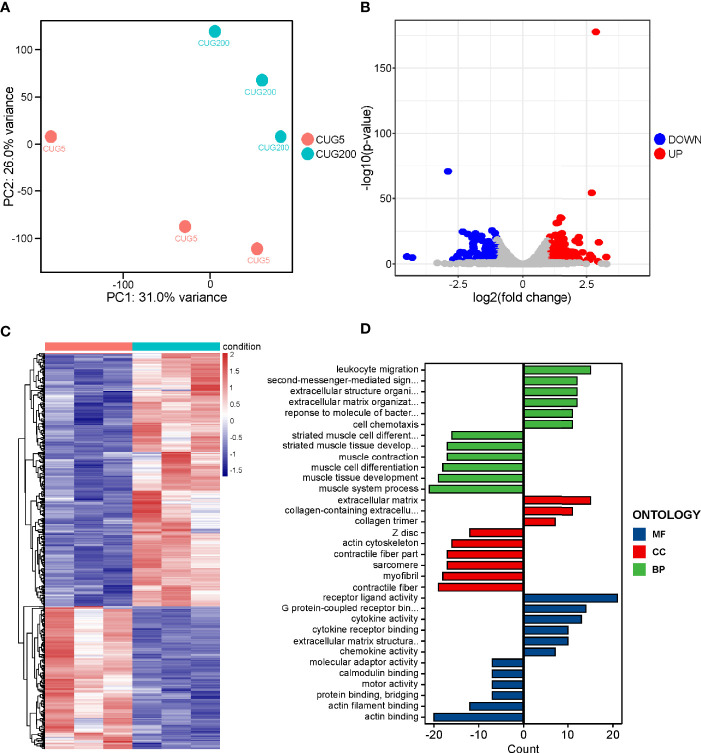
RNA-seq on the differentiating normal and DM1 myoblasts. **(A)** PCA of the RNA-seq data. There were three replicates for each group. **(B)** The volcano plot displayed the distribution of DEGs. Red dots represented the significantly upregulated genes and blue dots represent significantly downregulated genes. |log_2_(Fold Change)| > 1 and adjusted P-value < 0.05 were used as the cut-off value. **(C)** Heatmap showed the relative levels of DEGs between the normal and DM1 groups. **(D)** The GO analysis of DEGs. CUG5, the normal group; CUG200, the DM1 group; MF, molecular function; CC, cellular component; and BP, biological process; n=3.

### MiR-322/-503 Rescued Myoblast Differentiation Defects

Our previous work demonstrated that miR-322/-503 could rescue myoblast defects by targeting both the toxic RNA and Celf1 in DM1 (13). In this study, we constructed miR-322/-503 overexpressing the DM1 myoblast cell line. Through *in vitro* myoblast differentiation, we observed a remarkable improvement of myogenesis in DM1 with miR-322/-503 overexpression as indicated by the immunostaining against MF20 and the statistical analyses of myotube area, fusion index, and mean number of nuclei per fiber (**Figures 3A–C**). By RT-qPCR, we found that myogenesis-related genes (MyoG, MyoD, Mef2C, Mrf4) and myoblast fusion markers (Myomixer, Myomaker) were all significantly upregulated (**Figure 3D**). These results confirmed a rescue function of miR-322/-503 on the DM1 myogenesis defect.

**Figure 3:**
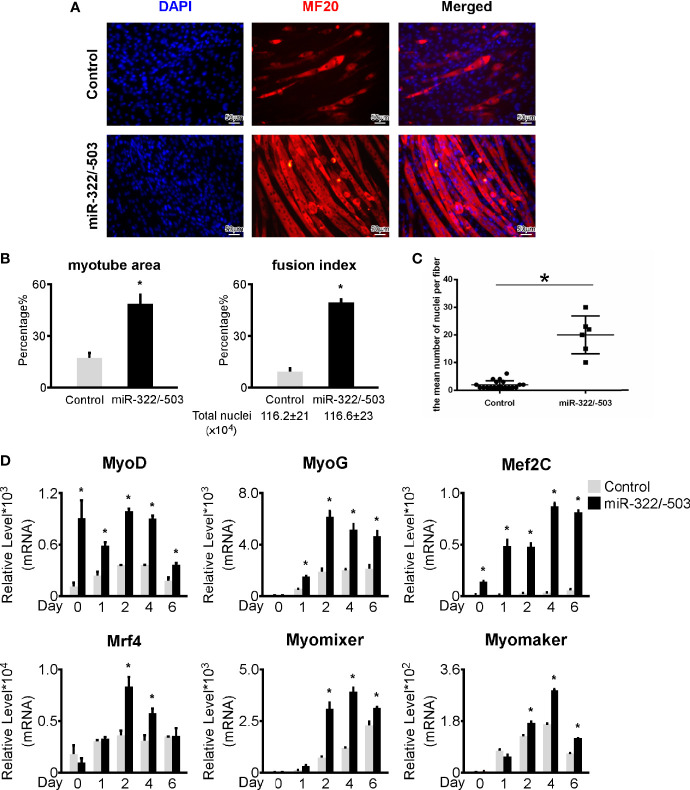
miR-322/-503 rescued myoblast differentiation defects. **(A)** Ectopic miR-322/-503 expression improved myotube formation in DM1 myoblasts. Immunofluorescence staining against MF20 was performed on differentiation day 6. **(B)** The myotube area and fusion index were significantly increased with miR-322/-503 overexpression. **(C)** The mean number of nuclei per fiber was significantly increased with miR-322/-503 overexpression. **(D)** The expression of muscle regulatory factors (MyoD, MyoG, Mef2C, and Mrf4) and myoblast fusion genes (Myomixer and Myomaker) was significantly upregulated with miR-322/-503 overexpression. Control, control empty vector stably transfected DM1 myoblasts; miR-322/-503, miR-322/-503 overexpressing DM1 myoblasts; n≥3; *, p < 0.05.

Similarly, to interpret the downstream pathways that mediated the rescue function of miR-322/-503 on DM1 myogenesis defects, we performed RNA-seq on the control and miR-322/-503 overexpressing DM1 myoblasts that had been differentiated on day 4. 

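RNA-seq covered 3 libraries of control DM1 myoblasts, which carried the empty vector, and 3 libraries of miR-322/-503 overexpressing DM1 myoblasts, all collected on day 4 of differentiation. Both lines were stable derivatives of C2C12, a mouse myoblast line that fuses into myotubes when serum is lowered, and carried the expanded CUG repeats. The authors trimmed the reads with Trim-Galore, aligned them to the mouse GRCm38 genome with Hisat2 and made a table of estimated counts per gene with Stringtie, which was deposited as whole numbers without normalization. The table held 55421 genes, of which 28405 had a count above 0 in at least 1 library. Total estimated counts were 78219596, 83632836 and 86470394 in control replicates 1 to 3, and 92157388, 73532084 and 75835534 in miR-322/-503 replicates 1 to 3. These totals overstate the number of sequenced fragments. For genes with a single annotated transcript, 1 estimated count stood for 75 covered bases, while the covered bases of the lowest genes peaked at 300, so that a read pair entered the table as about 4 counts and the libraries corresponded to between 18383021 and 23039347 read pairs. Counts were normalized with the TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 18140 genes that passed edgeR's expression filter. A gene was called with an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1, the cut-offs used in the paper. The overexpressed microRNAs could not be followed in these libraries. The Mir322 gene had 1, 7 and 2 estimated counts in the control and 17, 0 and 3 in the miR-322/-503 libraries, and Mir503 had 1, 1 and 2 against 6, 4 and 5, too few to be tested.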

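Principal components were computed from variance-stabilized counts of the 500 most variable genes. PC1 held 77.3% of the variance and PC2 held 9.83%. On PC1, the control libraries lay at -21.1, -22.5 and -22.7 and the miR-322/-503 libraries at 22.7, 20.9 and 22.6, so the distance between the groups was many times the spread between replicates. PC2 separated replicates within each group, with control replicate 1 at 12.0 and control replicate 3 at -8.10. Of the other settings tried, taking all genes with counts moved the share of PC1 most, to 64.8%.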

PCA showed that these two groups were well separated along with the principal component 1 (PC1) division, which accounted for 78% of the variation in gene expression (**Figure 4A**). 

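Between the miR-322/-503 and control libraries, 832 genes were called higher and 959 genes were called lower. Each group comes from its own stable line, so the SDs and p-values here measure spread between libraries of a line. A difference between the lines cannot be told apart from an effect of miR-322/-503. The groups did not overlap for any of these 1791 genes, and for 8189 of all tested genes (45.1%), where chance gives 10%. With DESeq2 on the deposited table in place of edgeR, 941 genes were higher and 1053 were lower, and these included 804 of the 832 and 931 of the 959 genes. The alternative that moved the total most was edgeR's glmTreat, which tests against a log2 fold change of 1, with 396 genes higher and 530 lower. Among called genes with a mean of at least 10 CPM (edgeR's TMM-normalized counts scaled to library size) in the higher group, the largest rises were those of Cyp2e1, Clca3b, Adgrd1, Hdc and Vgll2. Cyp2e1, on chromosome 7 of GRCm38 from 140763739 to 140774987, had no counts in any control library and 51.1 ± 5.07 CPM (SD, n = 3) with miR-322/-503, at least 346-fold higher when the control is set to a floor of 3 read pairs. On the same basis, Clca3b was at least 96.0-fold and Adgrd1 at least 151-fold higher. Hdc rose from 0.359 ± 0.0429 to 51.5 ± 4.13 CPM, a log2 fold change of 7.16 (standard error 0.13, adjusted p = 3.11e-07 in edgeR's quasi-likelihood test). Vgll2 had a log2 fold change of 7.13. Among the largest falls were those of Clec11a, Fosb, Itga1 and Htr2a. Clec11a fell from 23.1 ± 1.25 to 0.121 ± 0.0798 CPM, a log2 fold change of -7.58 (standard error 0.30, adjusted p = 4.74e-06 in the same edgeR test). Fosb, Itga1 and Htr2a had log2 fold changes of -5.51, -5.40 and -5.34.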

Through DEG analysis, we identified 941 upregulated and 1053 downregulated genes (**Figures 4B, C**). GO analysis indicated that muscle development processes were strengthened with miR-322/-503 overexpression, while the cytokine receptor activity process was inhibited (**Figure 4D**). 

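The gene content of the GO terms was not used here, so lists of genes written from general knowledge before the data were examined took their place. Of 58 tested genes of a muscle list (sarcomere, calcium handling and muscle metabolism genes), 9 were among the 832 genes called higher, an odds ratio of 3.85 against all tested genes (one-sided Fisher's exact test, p = 0.00121), and 2 were called lower. At an adjusted p-value under 0.05 without a limit on the fold change, 30 were higher and 7 were lower (32 and 10 adjusted over the list alone), with a median log2 fold change of 0.34. Of 28 tested genes of a Reactome muscle set, 4 were called higher (odds ratio 3.48, one-sided Fisher's exact test, p = 0.0375). Fisher's test treats genes as independent. Preranked GSEA of the muscle list was not past 0.05 (permutation p = 0.186). Camera was past it with a preset correlation between genes (p = 1.89e-05), but not with an estimated one (p = 0.209). Myl1 rose from 77.7 ± 10.8 to 281 ± 28.5 CPM (SD, n = 3), a log2 fold change of 1.86 (standard error 0.12, adjusted p = 3.92e-05 in edgeR's quasi-likelihood test), and Pgam2 had a log2 fold change of 1.46. Myh2 went the other way, with a log2 fold change of -2.88 (standard error 0.14, adjusted p = 1.06e-05 in the same edgeR test). Of 47 tested genes of a cytokine receptor list, 8 were among the 959 genes called lower, an odds ratio of 3.70 (one-sided Fisher's exact test, p = 0.00297), and 4 were called higher. At an adjusted p-value under 0.05, 16 were lower and 7 were higher (16 and 8 adjusted over the list alone), with a median of -0.23. With a broader Reactome set of 185 tested cytokine signaling genes, 12 were called lower and the odds ratio was 1.25 (one-sided Fisher's exact test, p = 0.274). Il17re and Il15ra fell, with log2 fold changes of -4.56 and -2.58, and Il2rg rose, with a log2 fold change of 3.75. Of 65 tested extracellular matrix genes, 33 were called lower and 1 was called higher, an odds ratio of 19.1 for the lower genes (one-sided Fisher's exact test, p = 3.06e-25). At an adjusted p-value under 0.05, 49 of the 65 were lower and 10 were higher (50 and 10 adjusted over the list alone), with a median log2 fold change of -1.01. With a broader Reactome set of 189 tested genes, 42 were called lower and the odds ratio was 5.31 (one-sided Fisher's exact test, p = 1.19e-15). Fmod fell from 374 ± 51.2 to 16.5 ± 0.951 CPM (log2 fold change -4.50), Eln was at least 20.0-fold and Comp at least 14.6-fold lower.

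**Figure D1:**
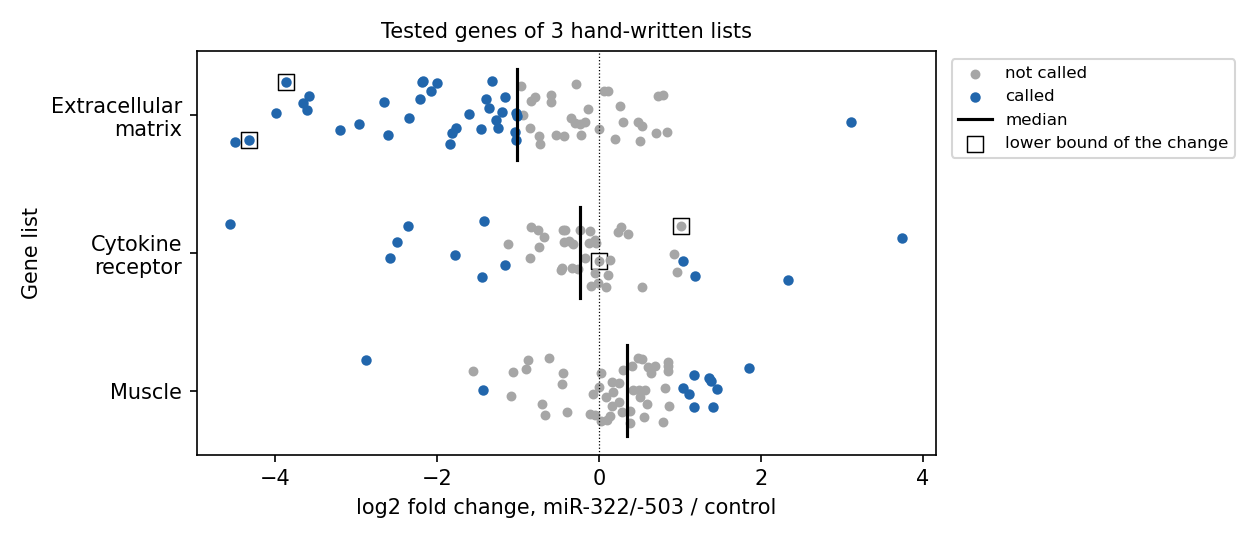
Log2 fold change between miR-322/-503 and control libraries (x axis) of each tested gene of the muscle, cytokine receptor and extracellular matrix lists (y axis, points spread vertically for visibility), with called genes in blue, the list median as a black line and squares where at least 1 group was at the floor of 3 read pairs, so that the change is a lower bound. The medians lie at 0.34, -0.23 and -1.01.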

Combining with the notion that the cytokines and their receptors related processes were upregulated in DM1, it is rational to ask if the cytokines-related processes and pathways mediated both the defective myogenesis in DM1 and the rescue function of miR-322/-503.

**Figure 4:**
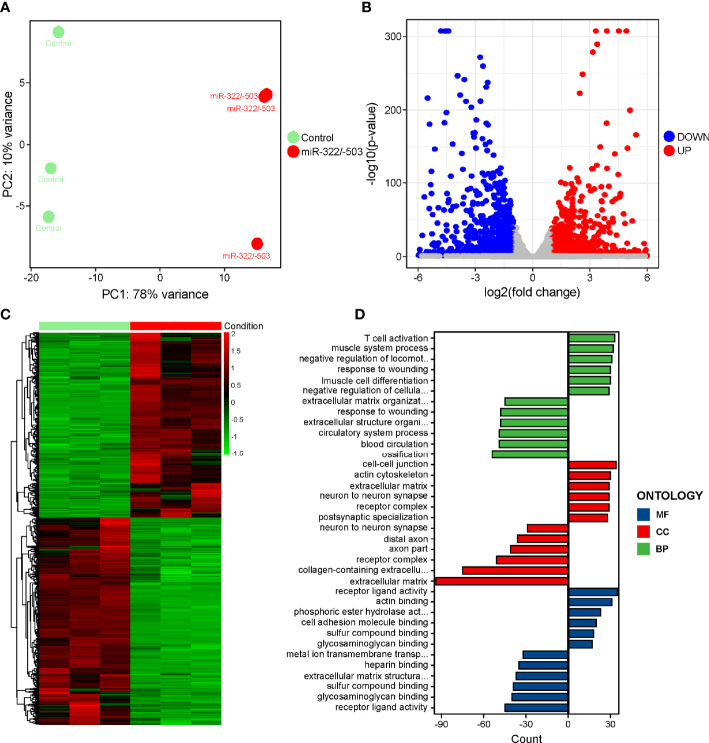
RNA-seq on the differentiating control and miR-322/-503 overexpressing DM1 myoblasts. **(A)** PCA of the RNA-seq data. There were three replicates for each group. **(B)** The volcano plot displayed the distribution of DEGs. Red dots represented the significantly upregulated genes and blue dots represent significantly downregulated genes. |log_2_(Fold Change)| > 1 and adjusted P-value < 0.05 were used as the cut-off value. **(C)** Heatmap showed the relative levels of DEGs between the two groups. **(D)** The GO analysis of DEGs. Control, control empty vector stably transfected DM1 myoblasts; miR-322/-503, miR-322/-503 overexpressing DM1 myoblasts; MF, molecular function; CC, cellular component; and BP, biological process; n=3.

### TNF Signaling Pathway Is Essential for DM1 Myogenesis

To further explore which cytokine-related signaling pathway is involved in regulating DM1 myogenesis, we performed GSEA on the above two RNA-seq datasets. There were 54 significantly altered signaling pathways when comparing DM1 myoblasts to normal control, while 21 differential pathways with miR-322/-503 overexpression treatment on DM1 myoblasts (**Figure 5A**). Among these, there were five pathways changed in both datasets, which were TNF signaling pathway, Olfactory transduction, Steroid hormone biosynthesis, Linoleic acid metabolism, and Endocrine resistance. Considering that myogenesis was conversely regulated, it is logical to locate oppositely changed pathways as potential underlying mechanisms between these two experiment sets. Surprisingly, only TNF signaling pathway is hyperactivated in the DM1 model and inhibited by miR-322/-503 (**Figure 5B**). GSEA plots showed a clear upregulation of the TNF signaling pathway in the DM1 compared to the normal control, while a remarkable suppression with the miR-322/-503 treatment (**Figures 5C, D**). Furthermore, we analyzed the relative levels of TNF signaling-related genes in the differentiating normal myoblasts, DM1 myoblasts, miR-322/-503 overexpressing DM1 myoblasts, and its corresponding control myoblasts. These TNF signaling-related genes, such as Cxcl5, Fas, and Junb, were synchronously upregulated in the DM1 versus the normal group. 

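For the comparison of miR-322/-503 with control, genes were ranked by the log2 fold change from edgeR and scored by preranked GSEA with 100000 gene permutations. The set was a list of 112 TNF signaling genes written from general knowledge before the data were examined, not the set used by the paper, and 98 of these genes were tested. The enrichment score was -0.48 and the normalized enrichment score was -1.48 (permutation p = 0.0166, adjusted p = 0.0316 over 6 lists). The list moved in both directions. At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 29 genes were lower and 14 were higher (33 and 17 adjusted over the list alone), and the median log2 fold change was -0.08. Fos had the largest fall, from 337 ± 27.1 to 25.6 ± 5.87 CPM (SD, n = 3), a log2 fold change of -3.72 (standard error 0.17, adjusted p = 7.99e-06 in the same edgeR test). Ccl5 was at least 4.98-fold lower. Traf1 rose from 0.155 ± 0.0941 to 2.16 ± 0.288 CPM, a log2 fold change of 3.79 (standard error 0.45, adjusted p = 0.000714 in the same edgeR test), and Bcl3 and Edn1 had log2 fold changes of 1.31 and 1.13. Of the tested list genes, 4 lie in a block of chromosome 8 and 3 on chromosome 9, regions lower as a whole in the miR-322/-503 libraries, and without these 7, all below 0, the normalized enrichment score was -1.31 (permutation p = 0.0762), an alternative chosen after seeing the data that weakens the score by construction. Without the 17 genes drawn in Figure 5E, all of which had a log2 fold change below 0, so that their removal weakens the score by construction, it was -1.02 (permutation p = 0.408). With genes ranked by DESeq2 fold changes it was -1.20 (permutation p = 0.108), with genes ranked by the signed square root of edgeR's F it was -1.60 (permutation p = 0.00326), and with at least 10 counts in every library it was -1.71 (permutation p = 0.000919). The DESeq2 ranking had no expression filter and held 107 list genes in place of 98. Over the genes that edgeR tested, DESeq2's fold changes lay a median of 0.00833 above edgeR's. The DM1 and normal libraries were not analysed here. The paper states that the pathway was upregulated in DM1 and suppressed with miR-322/-503.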

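In the miR-322/-503 libraries, all 17 genes drawn in Figure 5E had a log2 fold change below 0 against the control. An adjusted p-value under 0.05 in edgeR's quasi-likelihood test was reached by 13 of them (14 adjusted over the list alone, which is not independent evidence if the genes were chosen on these libraries, and the paper's text does not say how they were chosen), and 11 were also below a log2 fold change of -1. Cxcl1 fell most, from 16.7 ± 0.726 to 2.70 ± 0.506 CPM (SD, n = 3), a log2 fold change of -2.63 (standard error 0.15, adjusted p = 2.43e-05 in edgeR's quasi-likelihood test). Junb, on chromosome 8 of GRCm38 from 84974484 to 84978718, fell from 563 ± 46.4 to 137 ± 13.7 CPM, a log2 fold change of -2.04. Fas, on chromosome 19 from 34290666 to 34327772, fell from 27.1 ± 0.409 to 10.6 ± 0.340 CPM, a log2 fold change of -1.35. Cxcl5, on chromosome 5 from 90759360 to 90761624, fell from 3.78 ± 0.329 to 1.75 ± 0.124 CPM, a log2 fold change of -1.11. The log2 fold changes of Ptgs2, Socs3, Il15, Csf1, Ripk3, Nod2 and Vegfd were -2.05, -1.79, -1.40, -1.33, -1.27, -1.19 and -1.10, and those of Creb3l1 and Lif were -0.68 and -0.49. Junb, Il15 and Nod2 lie in a block of chromosome 8 whose 191 tested genes had a median log2 fold change of -0.74. The other 4 genes were not past an adjusted p-value of 0.05 in this test, although the groups did not overlap for Casp8 and Ccl2. Ccl2 had a log2 fold change of -0.48 (adjusted p = 0.0575, and 0.0263 without control replicate 1), Map2k6 of -0.24 (adjusted p = 0.351), Ifi47 of -0.23 (adjusted p = 0.555) and Casp8 of -0.08 (adjusted p = 0.377). Levels in normal myoblasts were not analysed here.

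**Figure D2:**
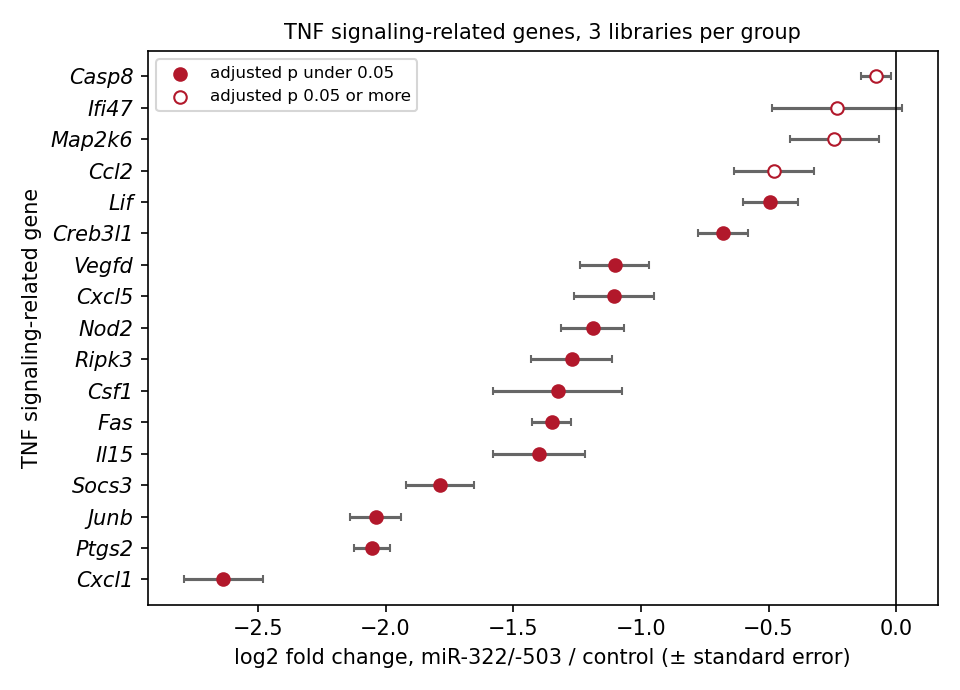
Log2 fold change between miR-322/-503 and control libraries (x axis, bars give the standard error from edgeR, 3 libraries per group) of the 17 genes drawn in Figure 5E (y axis). Filled points have an adjusted p-value under 0.05, and the 4 open points are Casp8, Ifi47, Map2k6 and Ccl2.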

With miR-322/-503 overexpression, however, these genes in DM1 myoblasts were significantly reduced back to normal levels (**Figure 5E**). To further verify these findings, we analyzed the expressions of TNF signaling-related genes in the RNA-seq data of quadricep muscles from the normal and DM1 (including MBNL1 knockout and HSALR mice) mouse models. As expected, both DM1 mouse models displayed upregulations of most TNF signaling-related genes (**Figure 5F**). These results encouraged us to investigate the potential function of the TNF signaling pathway in DM1 myogenesis.

**Figure 5:**
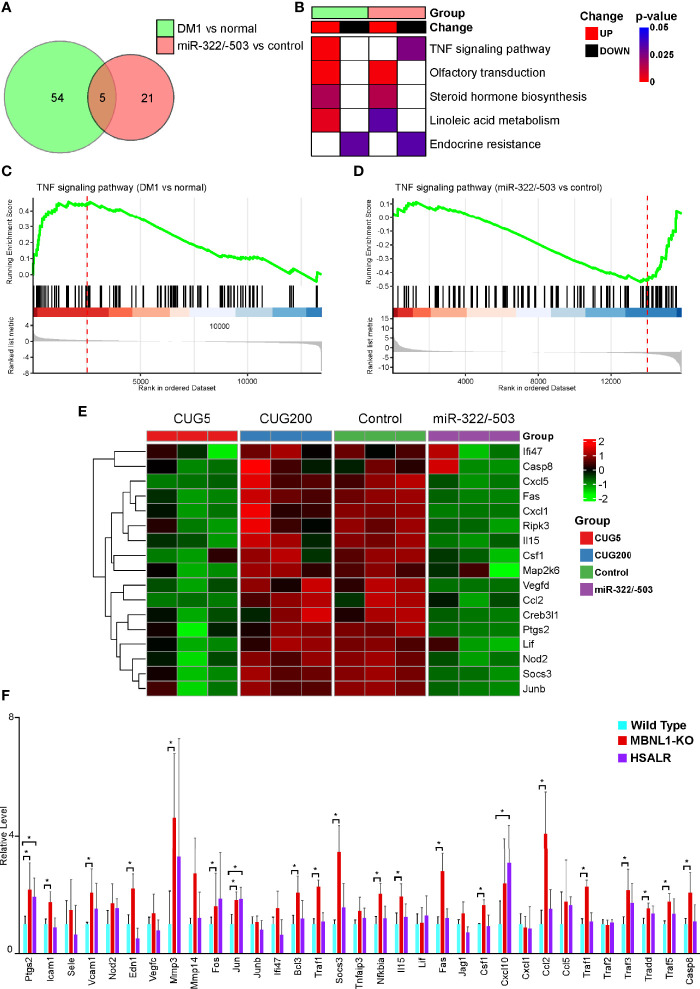
The TNF signal was tightly associated with DM1 myogenesis. GSEA was performed on the RNA-seq datasets of DM1 versus normal myoblasts and miR-322/-503 overexpression versus control DM1 myoblasts to find their significantly altered pathways, respectively. **(A)** Venn diagram of the pathways significantly altered in the two RNA-seq sets. **(B)** A heatmap showing the significance and change trends of the five signaling pathways shared by the two RNA-seq sets. **(C, D)**. The GSEA curves of the TNF signaling pathway in the two RNA-seq sets. **(E)** A heatmap showing the relative levels of TNF signaling-related genes in the two RNA-seq sets. **(F)** The relative levels of TNF signaling-related genes in the quadriceps muscles of wild-type, MBNL1 knockout, and HSALR mice. DM1 vs normal, the RNA-seq dataset of DM1 versus normal myoblasts; miR-322/-503 vs control, the RNA-seq dataset of miR-322/-503 overexpression versus control DM1 myoblasts; CUG5, the normal group; CUG200, the DM1 group; Control, control empty vector stably transfected DM1 myoblasts; miR-322/-503, miR-322/-503 overexpressing DM1 myoblasts; n≥3; *, p < 0.05.

### TNF Signaling Is Closely Associated With the Myogenesis Defects in DM1

As TNF signaling is hyperactivated in DM1 myogenesis, we asked if inhibiting TNF signaling could rescue the DM1 myogenesis defects. We performed *in vitro* myoblast differentiation on DM1 myoblasts and inhibited TNF signaling pathway using 100 nM INH14 from differentiation day 3 to day 6 (**Figure 6A**). By immunostaining against MF20, we found that the INH14 group had more myotube formation (**Figure 6B**). The myotube area, fusion index, and mean number of nuclei per fiber in the INH14 group were all significantly upregulated (**Figures 6C, D**). By RT-qPCR, we found that myogenesis-related genes (MyoG, MyoD, Mef2C, Mrf4) and myoblast fusion markers (Myomixer, Myomaker) were all significantly upregulated (**Figure 6E**). We also investigated the effect of a higher INH14 concentration (15 μM) on DM1 myogenesis and found the myotube area, fusion index, and mean number of nuclei per fiber were all significantly upregulated in the INH14 group, either (**Figures S4A–C**). These results suggested that inhibiting TNF signaling pathway could improve myogenesis in DM1.

**Figure 6:**
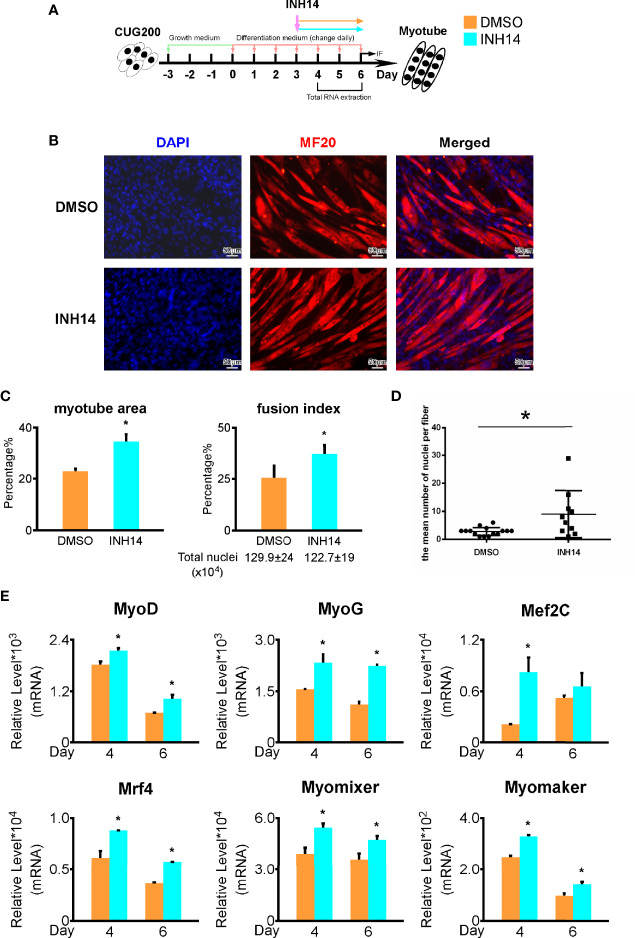
TNF inhibition rescued the DM1 myogenesis defects. **(A)** 100 nM INH14 (a TNF signaling inhibitor) was added to the DM1 myoblast differentiation to inhibit the TNF signaling from differentiation day 3 to day 6. DMSO was used as a control. **(B)** The INH14 treatment improved myotube formation in DM1 myoblasts. Immunofluorescence staining against MF20 was performed on differentiation day 6. **(C)** The myotube area and fusion index were significantly increased with the INH14 treatment. **(D)** The mean number of nuclei per fiber was significantly increased with the INH14 treatment. **(E)** The expression of muscle regulatory factors (MyoD, MyoG, Mef2C, and Mrf4) and myoblast fusion genes (Myomixer and Myomaker) was significantly upregulated with the INH14 treatment. DMSO, DMSO treatment control; INH14, INH14 treatment; n≥3; *, p < 0.05.

As shown above, that TNF signaling was suppressed by miR-322/-503 in DM1 myoblasts, we asked if miR-322/-503 rescued DM1 myogenesis through inhibiting TNF signaling pathway. We boosted the TNF pathway by treating differentiating miR-322/-503 overexpressing DM1 myoblasts with TNF-α from differentiation day 3 to day 6 (**Figure 7A**). By immunostaining against MF20, we noticed a remarkable decrease of myotube formation and reduced myotube area, fusion index, and mean number of nuclei per fiber (**Figures 7B–D**). By RT-qPCR, we found that myogenesis-related genes (MyoG, MyoD, Mef2C, Mrf4) and myoblast fusion markers (Myomixer, Myomaker) were also significantly downregulated (**Figure 7E**). These results indicated that miR-322/-503 rescued DM1 myogenesis at least partially through inhibiting the TNF signaling pathway.

**Figure 7:**
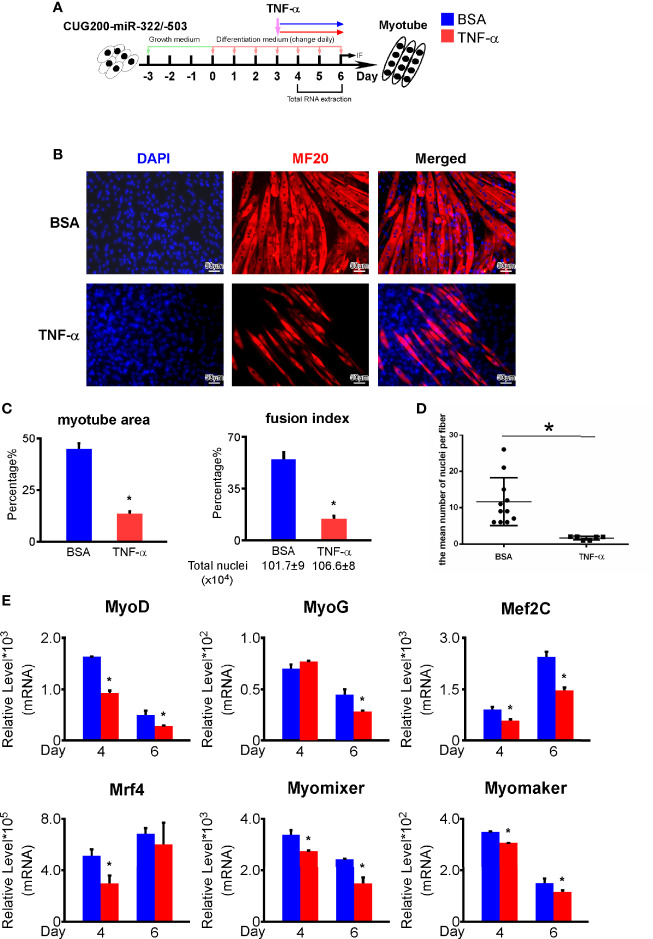
TNF-α treatment repressed the rescue function of miR-322/-503 on DM1 myogenesis. **(A)** 50 ng/ml TNF-α was added to the miR-322/-503 overexpressing DM1 myoblast differentiation from differentiation day 3 to day 6. 0.1% BSA was used as a control. **(B)** The TNF-α treatment impaired myotube formation in miR-322/-503 overexpressing DM1 myoblasts. Immunofluorescence staining against MF20 was performed on differentiation day 6. **(C)** The myotube area and fusion index were significantly decreased with the TNF-α treatment. **(D)** The mean number of nuclei per fiber was significantly decreased with the TNF-α treatment. **(E)** The expression of muscle regulatory factors (MyoD, MyoG, Mef2C, and Mrf4) and myoblast fusion genes (Myomixer and Myomaker) was significantly downregulated with the TNF-α treatment. BSA, BSA treatment control; TNF-α, TNF-α treatment; n≥3; *, p < 0.05.

## Discussion

DM1 is an autosomal dominant inherited neuromuscular disease that is usually accompanied by defective myogenesis (30, 31). Our previous for the first time revealed the rescue function of miR-322/-503 on DM1 myoblast defects, including the defective myogenesis (13). However, the direct downstream pathway that mediates the rescue function of miR-322/-503 on DM1 myogenesis was still unclear. In this study, we found that the TNF signaling pathway, hyperactivated in DM1 myoblasts, was inhibited by miR-322/-503 and at least partially accounted for the rescue function of miR-322/-503 on DM1 myogenesis. Moreover, direct inhibiting the TNF pathway using chemical inhibitors also significantly improved DM1 myogenesis, which implied the TNF pathway as a druggable therapeutic target.

Based on the pathogenesis of DM1, most DM1 cell and animal models were produced by knockout MBNL1 or introducing ectopic expanded CTG repeats expression (32, 33). In this study, 200 CTG repeats were transfected into C2C12 cells to simulate DM1 defects, with 5 CTG repeats as control. As expected, compared with the control group, the expression of myogenic factors was significantly decreased in the DM1 group, with MyoD representing early-stage and MyoG and Mef2C representing middle and late stage (34, 35). Meanwhile, RNA-seq also found a significant decrease in muscle development-related processes in the DM1 group compared to the normal group. These results suggested that our DM1 myoblast model could reproduce the myogenesis defect. Our previous work revealed that miR-322/-503 can directly target CUG repeats to rescue myoblast defects (13). We first validated the function of miR-322/-503 on DM1 myogenesis through *in vitro* myoblast differentiation. Subsequently, by RNA-seq, we confirmed that miR-322/-503 could rescue muscle development in DM1.

Next, we investigated the underlying mechanisms that mediated both the defective myogenesis in DM1 and the rescue function of miR-322/-503. By analyzing RNA-seq data, we found five pathways that were both aberrantly altered in the DM1 group compared with the control group and significantly changed with miR-322/-503 treatment, which were TNF signaling pathway, Olfactory transduction, Steroid hormone biosynthesis, Linoleic acid metabolism, and Endocrine resistance. Among these, Endocrine resistance was the only signal inhibited in DM1. A previous study reported that endocrine resistance was significantly repressed with mTOR inhibitor treatment in breast cancer (36). As mTOR signaling was repressed in DM1 (37), it is logical to think that the inhibition of endocrine resistance might be caused by the change of mTOR signaling. In addition, the decreased endocrine resistance might imply a therapeutic role of insulin in DM1, since insulin is a classical mTOR signaling activator (38). The enhancement of olfactory transduction might affect autophagy. Studies have found that olfactory receptor 544 promoted the expression of LC3 in skeletal muscles (39), which was consistent with the enhancement of autophagy in DM1 (40). As a steroid hormone, vitamin D played a direct regulatory role in skeletal muscle development, participating in myogenesis, cell proliferation, and differentiation (41). Previous reports have revealed that an active form of Vitamin D3 inhibited the myoblast differentiation of C2C12 by activating the Erk1/2 signaling (42). The up-regulation of linoleic acid metabolism was correlated with the TNF signaling. As previously reported, conjugated linoleic acid reduced the cell death of C2C12 cells under TNF-α treatment (43), indicating that DM1 produced self-rescue signals in response to the inflammatory environment. Apart from these, the TNF signaling was the only pathway significantly hyperactivated in the DM1 myoblast and inhibited by miR-322/-503. The hyperactivation of TNF signaling in DM1 was validated in the DM1 mice model as well.

Previous studies on TNF signaling mainly focused on inflammatory responses (44), suggesting an association between inflammatory activation and DM1 disease. Although Inflammatory activation has been reported to activate myogenic cell proliferation and differentiation during the initial phase of muscle repair (45), inhibition of inflammatory CCR2 signaling significantly promoted muscle regeneration during a post-injury repair (46). Similarly, we here found that inhibition of the inflammatory cytokine TNF signaling rescued the DM1 myogenesis defect. In addition, TNF-α has been reported to induce apoptosis and autophagy of C2C12 cells by activating NF-κB signaling (20, 47), while knockdown TNF reduces insulin resistance in C2C12 cells (48). Consistently, in this study, TNF-α treatment significantly impaired myoblast differentiation in the miR-322/-503 rescue model. This may suggest that inflammatory response might be responsible for DM1 myoblast differentiation defects, and that inhibition of its activity could rescue muscle development.

Myogenesis from myoblasts includes three sequential stages: cell cycle exit, cell alignment, and fusion. Cell cycle exit is the prerequisite that ensures the production of myocytes from myoblasts. Through Ki67 immunostaining, we found that DM1 myoblasts had a higher proliferation rate than the normal control. This agreed with a previous report that overexpressing Celf1, which is aberrantly upregulated in DM1, promoted myoblast proliferation (49). Moreover, we revealed that DM1 myoblasts retained a hyperactive TNF signaling, which might be at least partially responsible for the defective myogenesis of DM1. A previous study showed that activating TNF signaling using TNF-α could increase NF-κB activation and promote the proliferation of primary mouse muscle precursor cells and C2C12 cells (50). These results together might imply that DM1 myoblasts had an impaired cell cycle exit ability that might be at least partially caused by the hyperactive TNF signaling. On the contrary, miR-322/-503 might promote the cell cycle exit stage of the myogenesis process by inhibiting the TNF signaling. This was in line with a report that miR-322/424 and miR-503 initiate normal muscle differentiation by promoting cell cycle quiescence (51). To sum up, miR-322/-503 inhibiting the TNF signaling promoted the cell cycle exit of DM1 myoblasts, which favored the myogenesis in DM1.

Our study demonstrated that the TNF signaling might be responsible for the defective myogenesis in DM1 and at least partially mediate the rescue function of miR-322/-503 on DM1 myogenesis. Blocking TNF signaling using chemical inhibitors significantly improved the myogenesis in DM1, implying a potential therapeutic approach against DM1 muscle wasting.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO [accession: GSE174119, GSE189897].

## Author Contributions

Conceptualization, XS, GZ, and ML. Methodology, XS, GZ, ML, and FX. Investigation, ML and FX. Formal analysis, ML, ZL, CW, and YZ. Writing – original draft, ML. Writing – review and editing, XS, GZ, and ML. Supervision, XS and GZ. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (No. 31701289), Anhui Provincial Natural Science Foundation (No. 1808085QH234), Anhui Provincial Funding Scheme to Outstanding Innovative Programs by Returned Scholars (No. 2019LCX003), Anhui Provincial Key Laboratory of Molecular Enzymology and Mechanism of Major Diseases (No. fzmx202001), Educational Commission of Anhui Province of China (No. KJ2017A319, KJ2019A0498, KJ2020A0058, KJ2020A0087), Key Projects for Young and Middle-Aged People from Wannan Medical College (No. WK2021ZF08), and the Foundation for High-level Talents in Higher Education of Anhui Province of China and Funds from the Anhui Normal University (No. 2017XJJ38, start-up funds to XS).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] FilippovaGNThienesCPPennBHChoDHHuYJMooreJM. Ctcf-Binding Sites Flank Ctg/Cag Repeats and Form a Methylation-Sensitive Insulator at the Dm1 Locus. Nat Genet (2001) 28(4):335–43. doi: 10.1038/ng570 11479593

[2] YinQWangHLiNDingYXieZJinL. Dosage Effect of Multiple Genes Accounts for Multisystem Disorder of Myotonic Dystrophy Type 1. Cell Res (2020) 30(2):133–45. doi: 10.1038/s41422-019-0264-2 PMC701506231853004

[3] Lopez CastelAClearyJDPearsonCE. Repeat Instability as the Basis for Human Diseases and as a Potential Target for Therapy. Nat Rev Mol Cell Biol (2010) 11(3):165–70. doi: 10.1038/nrm2854 20177394

[4] DeanNLTanSLAoA. Instability in the Transmission of the Myotonic Dystrophy Ctg Repeat in Human Oocytes and Preimplantation Embryos. Fertil Steril (2006) 86(1):98–105. doi: 10.1016/j.fertnstert.2005.12.025 16716318

[5] ChalJPourquieO. Making Muscle: Skeletal Myogenesis in Vivo and in Vitro. Development (2017) 144(12):2104–22. doi: 10.1242/dev.151035 28634270

[6] ZammitPSGoldingJPNagataYHudonVPartridgeTABeauchampJR. Muscle Satellite Cells Adopt Divergent Fates: A Mechanism for Self-Renewal? J Cell Biol (2004) 166(3):347–57. doi: 10.1083/jcb.200312007 PMC217226915277541

[7] BentzingerCFWangYXRudnickiMA. Building Muscle: Molecular Regulation of Myogenesis. Cold Spring Harb Perspect Biol (2012) 4(2):a008342. doi: 10.1101/cshperspect.a008342 22300977PMC3281568

[8] ChengXDuJShenLTanZJiangDJiangA. Mir-204-5p Regulates C2c12 Myoblast Differentiation by Targeting Mef2c and Errgamma. BioMed Pharmacother (2018) 101:528–35. doi: 10.1016/j.biopha.2018.02.096 29505923

[9] MaZSunXXuDXiongYZuoB. Microrna, Mir-374b, Directly Targets Myf6 and Negatively Regulates C2c12 Myoblasts Differentiation. Biochem Biophys Res Commun (2015) 467(4):670–5. doi: 10.1016/j.bbrc.2015.10.086 26498529

[10] PetranyMJMillayDP. Cell Fusion: Merging Membranes and Making Muscle. Trends Cell Biol (2019) 29(12):964–73. doi: 10.1016/j.tcb.2019.09.002 PMC784950331648852

[11] HuangBJiaoYZhuYNingZYeZLiQX. Mdfi Promotes C2c12 Cell Differentiation and Positively Modulates Fast-To-Slow-Twitch Muscle Fiber Transformation. Front Cell Dev Biol (2021) 9:605875. doi: 10.3389/fcell.2021.605875 33553177PMC7862576

[12] KoscianskaEWitkosTMKozlowskaEWojciechowskaMKrzyzosiakWJ. Cooperation Meets Competition in Microrna-Mediated Dmpk Transcript Regulation. Nucleic Acids Res (2015) 43(19):9500–18. doi: 10.1093/nar/gkv849 PMC462707626304544

[13] ShenXXuFLiMWuSZhangJWangA. Mir-322/-503 Rescues Myoblast Defects in Myotonic Dystrophy Type 1 Cell Model by Targeting Cug Repeats. Cell Death Dis (2020) 11(10):891. doi: 10.1038/s41419-020-03112-6 33093470PMC7582138

[14] KallioliasGDIvashkivLB. Tnf Biology, Pathogenic Mechanisms and Emerging Therapeutic Strategies. Nat Rev Rheumatol (2016) 12(1):49–62. doi: 10.1038/nrrheum.2015.169 26656660PMC4809675

[15] HaydenMSGhoshS. Regulation of Nf-Kappab by Tnf Family Cytokines. Semin Immunol (2014) 26(3):253–66. doi: 10.1016/j.smim.2014.05.004 PMC415687724958609

[16] WangLDuFWangX. Tnf-Alpha Induces Two Distinct Caspase-8 Activation Pathways. Cell (2008) 133(4):693–703. doi: 10.1016/j.cell.2008.03.036 18485876

[17] LiMGuoQCaiHWangHMaZZhangX. Mir-218 Regulates Diabetic Nephropathy *Via* Targeting Ikk-Beta and Modulating Nk-Kappab-Mediated Inflammation. J Cell Physiol (2020) 235(4):3362–71. doi: 10.1002/jcp.29224 PMC1348266731549412

[18] NanYGuoLZhenYWangLRenBChenX. Mirna-451 Regulates the Nf-Kappab Signaling Pathway by Targeting Ikkbeta to Inhibit Glioma Cell Growth. Cell Cycle (2021) 20(19):1967–77. doi: 10.1080/15384101.2021.1969496 PMC856581334463194

[19] GuHYuJDongDZhouQWangJYYangP. The Mir-322-Traf3 Circuit Mediates the Pro-Apoptotic Effect of High Glucose on Neural Stem Cells. Toxicol Sci (2015) 144(1):186–96. doi: 10.1093/toxsci/kfu271 PMC434914225516495

[20] ZhaoQYangSTWangJJZhouJXingSSShenCC. Tnf Alpha Inhibits Myogenic Differentiation of C2c12 Cells Through Nf-Kappab Activation and Impairment of Igf-1 Signaling Pathway. Biochem Biophys Res Commun (2015) 458(4):790–5. doi: 10.1016/j.bbrc.2015.02.026 25686491

[21] LiJYiXYaoZChakkalakalJVXingLBoyceBF. Tnf Receptor-Associated Factor 6 Mediates Tnfalpha-Induced Skeletal Muscle Atrophy in Mice During Aging. J Bone Miner Res (2020) 35(8):1535–48. doi: 10.1002/jbmr.4021 PMC742928432267572

[22] MeyerSUSassSMuellerNSKrebsSBauersachsSKaiserS. Integrative Analysis of Microrna and Mrna Data Reveals an Orchestrated Function of Micrornas in Skeletal Myocyte Differentiation in Response to Tnf-Alpha or Igf1. PloS One (2015) 10(8):e0135284. doi: 10.1371/journal.pone.0135284 26270642PMC4536022

[23] AmackJDMahadevanMS. The Myotonic Dystrophy Expanded Cug Repeat Tract Is Necessary But Not Sufficient to Disrupt C2c12 Myoblast Differentiation. Hum Mol Genet (2001) 10(18):1879–87. doi: 10.1093/hmg/10.18.1879 11555624

[24] RuedenCTSchindelinJHinerMCDeZoniaBEWalterAEArenaET. Imagej2: Imagej for the Next Generation of Scientific Image Data. BMC Bioinf (2017) 18(1):529. doi: 10.1186/s12859-017-1934-z PMC570808029187165

[25] KimDLangmeadBSalzbergSL. Hisat: A Fast Spliced Aligner With Low Memory Requirements. Nat Methods (2015) 12(4):357–60. doi: 10.1038/nmeth.3317 PMC465581725751142

[26] PerteaMPerteaGMAntonescuCMChangTCMendellJTSalzbergSL. Stringtie Enables Improved Reconstruction of a Transcriptome From Rna-Seq Reads. Nat Biotechnol (2015) 33(3):290–5. doi: 10.1038/nbt.3122 PMC464383525690850

[27] LoveMIHuberWAndersS. Moderated Estimation of Fold Change and Dispersion for Rna-Seq Data With Deseq2. Genome Biol (2014) 15(12):550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[28] YuGWangLGHanYHeQY. Clusterprofiler: An R Package for Comparing Biological Themes Among Gene Clusters. OMICS (2012) 16(5):284–7. doi: 10.1089/omi.2011.0118 PMC333937922455463

[29] DuHClineMSOsborneRJTuttleDLClarkTADonohueJP. Aberrant Alternative Splicing and Extracellular Matrix Gene Expression in Mouse Models of Myotonic Dystrophy. Nat Struct Mol Biol (2010) 17(2):187–93. doi: 10.1038/nsmb.1720 PMC285263420098426

[30] HuguetAMedjaFNicoleAVignaudAGuiraud-DoganCFerryA. Molecular, Physiological, and Motor Performance Defects in Dmsxl Mice Carrying >1,000 Ctg Repeats From the Human Dm1 Locus. PloS Genet (2012) 8(11):e1003043. doi: 10.1371/journal.pgen.1003043 23209425PMC3510028

[31] UddBKraheR. The Myotonic Dystrophies: Molecular, Clinical, and Therapeutic Challenges. Lancet Neurol (2012) 11(10):891–905. doi: 10.1016/S1474-4422(12)70204-1 22995693

[32] KanadiaRNJohnstoneKAMankodiALunguCThorntonCAEssonD. A Muscleblind Knockout Model for Myotonic Dystrophy. Science (2003) 302(5652):1978–80. doi: 10.1126/science.1088583 14671308

[33] LueckJDMankodiASwansonMSThorntonCADirksenRT. Muscle Chloride Channel Dysfunction in Two Mouse Models of Myotonic Dystrophy. J Gen Physiol (2007) 129(1):79–94. doi: 10.1085/jgp.200609635 17158949PMC2151606

[34] ZammitPS. Function of the Myogenic Regulatory Factors Myf5, Myod, Myogenin and Mrf4 in Skeletal Muscle, Satellite Cells and Regenerative Myogenesis. Semin Cell Dev Biol (2017) 72:19–32. doi: 10.1016/j.semcdb.2017.11.011 29127046

[35] LiuNNelsonBRBezprozvannayaSSheltonJMRichardsonJABassel-DubyR. Requirement of Mef2a, C, and D for Skeletal Muscle Regeneration. Proc Natl Acad Sci USA (2014) 111(11):4109–14. doi: 10.1073/pnas.1401732111 PMC396411424591619

[36] BeeramMTanQTTekmalRRRussellDMiddletonADeGraffenriedLA. Akt-Induced Endocrine Therapy Resistance Is Reversed by Inhibition of Mtor Signaling. Ann Oncol (2007) 18(8):1323–8. doi: 10.1093/annonc/mdm170 17693645

[37] DenisJAGauthierMRachdiLAubertSGiraud-TriboultKPoydenotP. Mtor-Dependent Proliferation Defect in Human Es-Derived Neural Stem Cells Affected by Myotonic Dystrophy Type 1. J Cell Sci (2013) 126(Pt 8):1763–72. doi: 10.1242/jcs.116285 23444380

[38] RennaLVBoseFBrigonziEFossatiBMeolaGCardaniR. Aberrant Insulin Receptor Expression Is Associated With Insulin Resistance and Skeletal Muscle Atrophy in Myotonic Dystrophies. PloS One (2019) 14(3):e0214254. doi: 10.1371/journal.pone.0214254 30901379PMC6430513

[39] ThachTTWuCHwangKYLeeSJ. Azelaic Acid Induces Mitochondrial Biogenesis in Skeletal Muscle by Activation of Olfactory Receptor 544. Front Physiol (2020) 11:329. doi: 10.3389/fphys.2020.00329 32411005PMC7199515

[40] BargielaACerro-HerrerosEFernandez-CostaJMVilchezJJLlamusiBArteroR. Increased Autophagy and Apoptosis Contribute to Muscle Atrophy in a Myotonic Dystrophy Type 1 Drosophila Model. Dis Model Mech (2015) 8(7):679–90. doi: 10.1242/dmm.018127 PMC448685426092529

[41] MontenegroKRCruzatVCarlessiRNewsholmeP. Mechanisms of Vitamin D Action in Skeletal Muscle. Nutr Res Rev (2019) 32(2):192–204. doi: 10.1017/S0954422419000064 31203824

[42] WangZJiangAMeiJZhangX. 1alpha,25(Oh)2-Vitamin D3 Inhibits C2c12 Cell Differentiation by Activating C-Src and Erk1/2. Clin Lab (2018) 64(5):687–98. doi: 10.7754/Clin.Lab.2017.171016 29739041

[43] MohammadiIMahdaviAHRabieeFNasr EsfahaniMHGhaediK. Positive Effects of Conjugated Linoleic Acid (Cla) on the Pgc1-Alpha Expression Under the Inflammatory Conditions Induced by Tnf-Alpha in the C2c12 Cell Line. Gene (2020) 735:144394. doi: 10.1016/j.gene.2020.144394 31987906

[44] BradleyJR. Tnf-Mediated Inflammatory Disease. J Pathol (2008) 214(2):149–60. doi: 10.1002/path.2287 18161752

[45] ChargeSBRudnickiMA. Cellular and Molecular Regulation of Muscle Regeneration. Physiol Rev (2004) 84(1):209–38. doi: 10.1152/physrev.00019.2003 14715915

[46] BlancRSKallenbachJGBachmanJFMitchellAParisNDChakkalakalJV. Inhibition of Inflammatory Ccr2 Signaling Promotes Aged Muscle Regeneration and Strength Recovery After Injury. Nat Commun (2020) 11(1):4167. doi: 10.1038/s41467-020-17620-8 32820177PMC7441393

[47] GuttridgeDCMayoMWMadridLVWangCYBaldwinASJr. Nf-Kappab-Induced Loss of Myod Messenger Rna: Possible Role in Muscle Decay and Cachexia. Science (2000) 289(5488):2363–6. doi: 10.1126/science.289.5488.2363 11009425

[48] HaghaniKPashaeiSVakiliSTaheripakGBakhtiyariS. Tnf-Alpha Knockdown Alleviates Palmitate-Induced Insulin Resistance in C2c12 Skeletal Muscle Cells. Biochem Biophys Res Commun (2015) 460(4):977–82. doi: 10.1016/j.bbrc.2015.03.137 25839650

[49] PengXShenXChenXLiangRAzaresARLiuY. Celf1 Regulates Cell Cycle and Is Partially Responsible for Defective Myoblast Differentiation in Myotonic Dystrophy Rna Toxicity. Biochim Biophys Acta (2015) 1852(7):1490–7. doi: 10.1016/j.bbadis.2015.04.010 25887157

[50] OtisJSNiccoliSHawdonNSarvasJLFryeMAChiccoAJ. Pro-Inflammatory Mediation of Myoblast Proliferation. PloS One (2014) 9(3):e92363. doi: 10.1371/journal.pone.0092363 24647690PMC3960233

[51] SarkarSDeyBKDuttaA. Mir-322/424 and -503 Are Induced During Muscle Differentiation and Promote Cell Cycle Quiescence and Differentiation by Down-Regulation of Cdc25a. Mol Biol Cell (2010) 21(13):2138–49. doi: 10.1091/mbc.E10-01-0062 PMC289397920462953

# Supplementary material for: TNF Signaling Acts Downstream of MiR-322/-503 in Regulating DM1 Myogenesis
**Source:** Front Endocrinol (Lausanne). 2022 Apr 7;13:843202. doi: 10.3389/fendo.2022.843202
**Supplement:** Supplementary Figure 1 — Immunostaining against Ki67 on the normal and DM1 myoblasts. CUG5, the normal group; CUG200, the DM1 group; n≥3.

## SUPPLEMENTARY FIGURES AND LEGENDS

**Figure S1. Immunostaining against Ki67 on the normal and DM1 myoblasts.** CUG5, the normal group; CUG200, the DM1 group;  $n \geq 3$ .

**Figure S2. Annexin V /PI apoptosis assays on the normal and DM1 myoblasts.** CUG5, the normal group; CUG200, the DM1 group;  $n \geq 3$ .

**Figure S3. The levels of ECM related and cytokine factors along the differentiation of the normal and DM1 myoblasts.** RT-qPCR was performed on ECM-related factors (Col1a1, Fmod, Postn) and cytokine factors (Cxcl5, Ccl2, IL1 $\beta$ ). These genes were all significantly upregulated during DM1 myogenesis. CUG5, the normal group; CUG200, the DM1 group;  $n \geq 3$ ; \*,  $p < 0.05$ .

**Figure S4. 15  $\mu$ M INH14 treatment also rescued the DM1 myogenesis defects.** (A) 15  $\mu$ M INH14 treatment improved myotube formation in DM1 myoblasts. Immunofluorescence staining against MF20 was performed on differentiation day 6. (B) The myotube area and fusion index were significantly increased with 15  $\mu$ M INH14 treatment. (C) The mean number of nuclei per fiber was significantly increased with 15  $\mu$ M INH14 treatment. DMSO, DMSO treatment control; 15  $\mu$ M INH14, 15  $\mu$ M INH14 treatment;  $n \geq 3$ ; \*,  $p < 0.05$ .

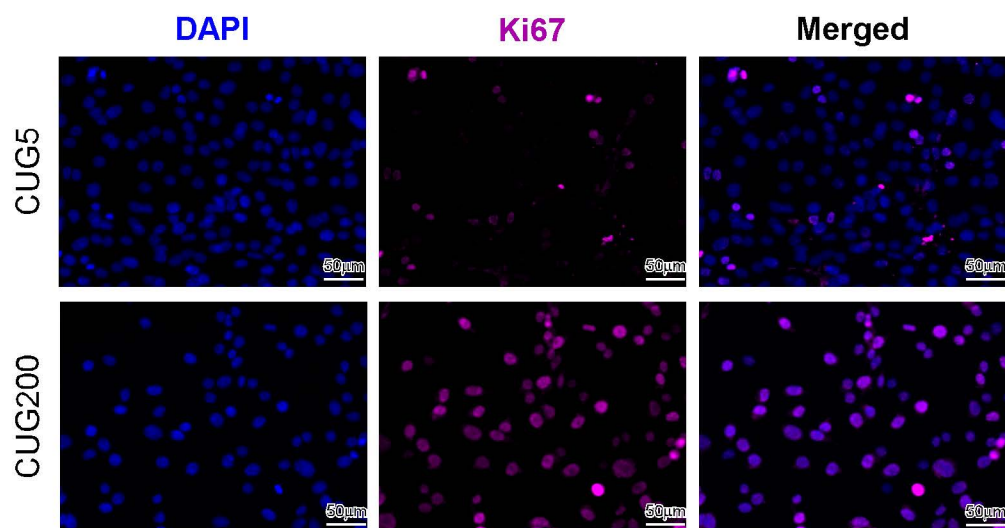

**Figure S1**

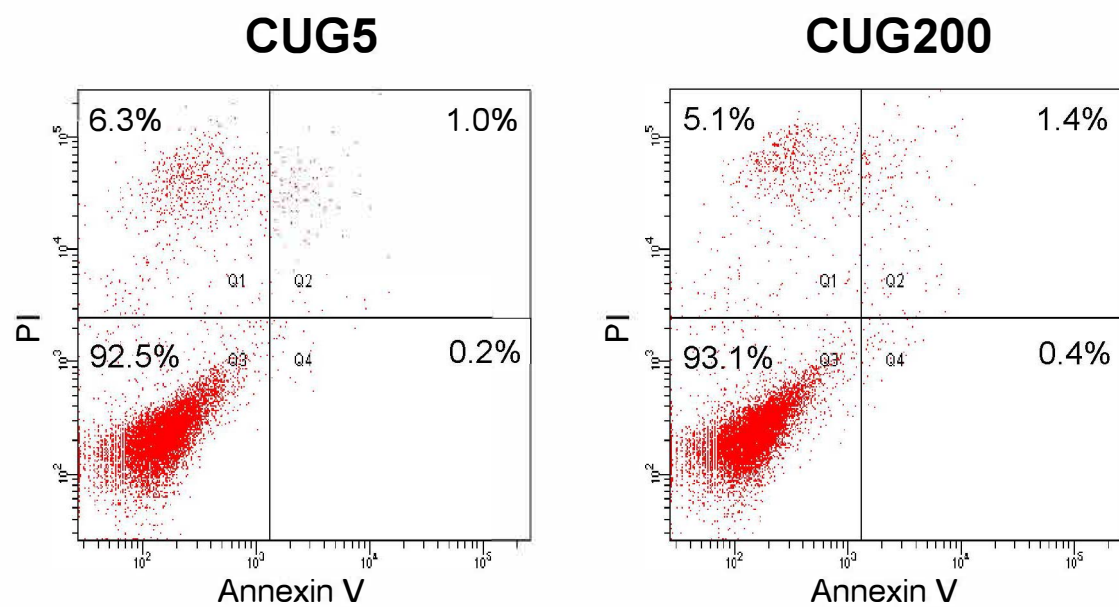

**Figure S2**

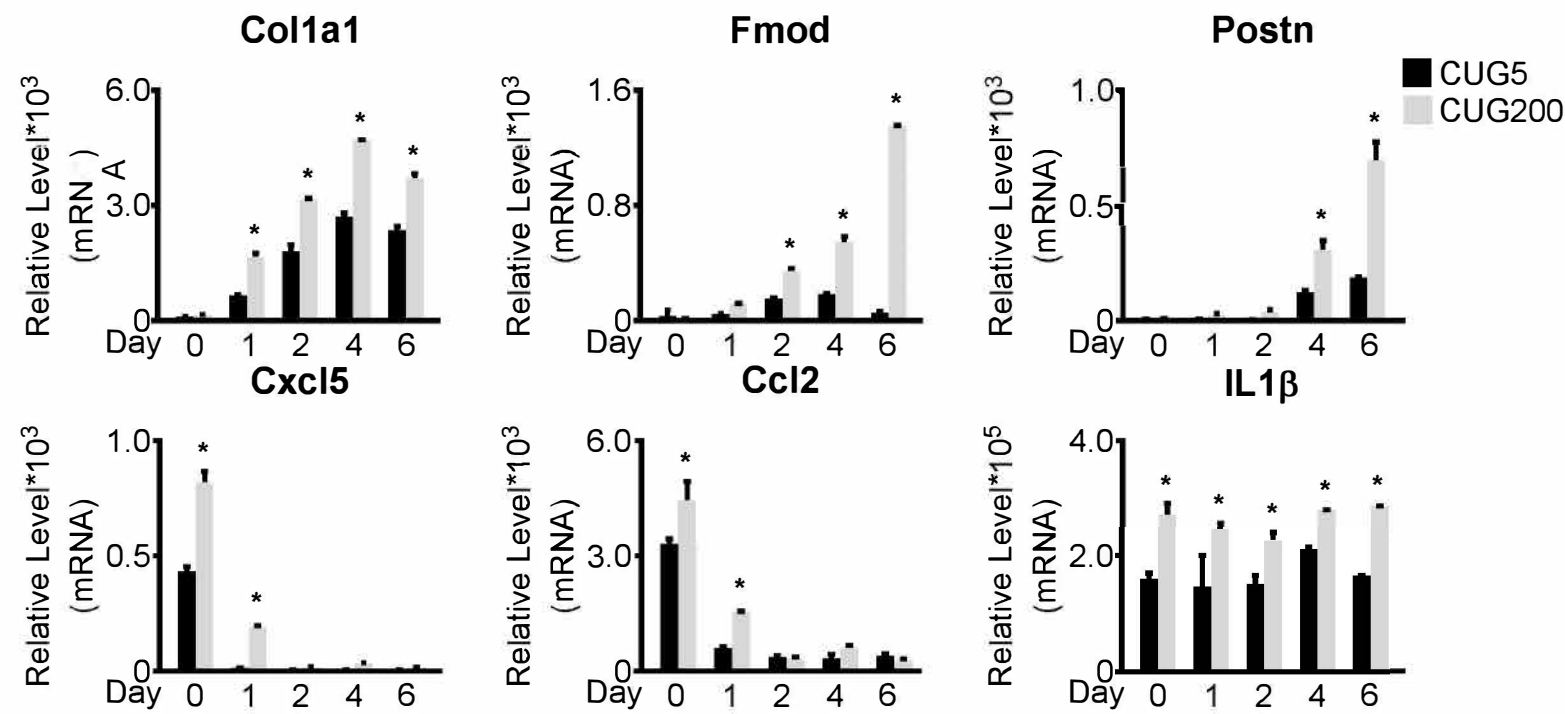

**Figure S3**

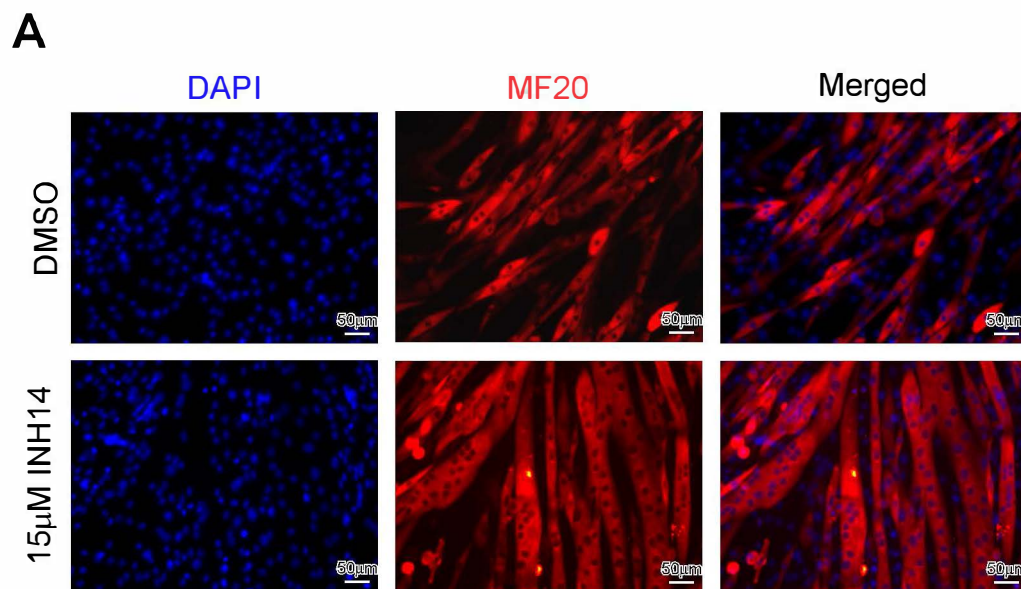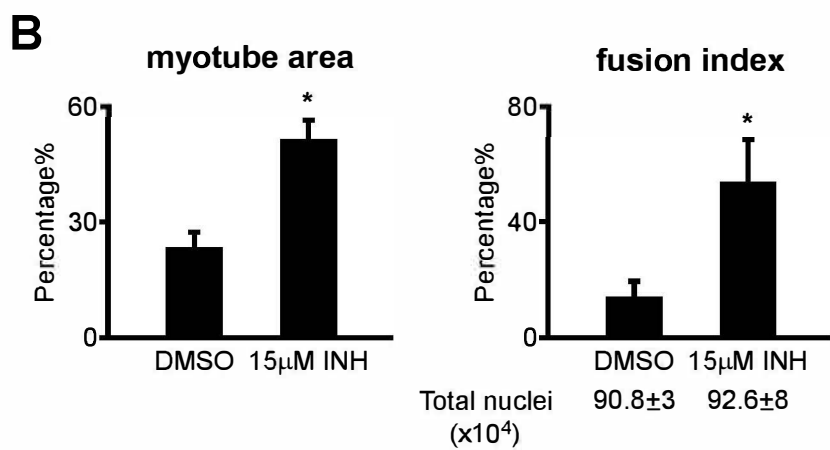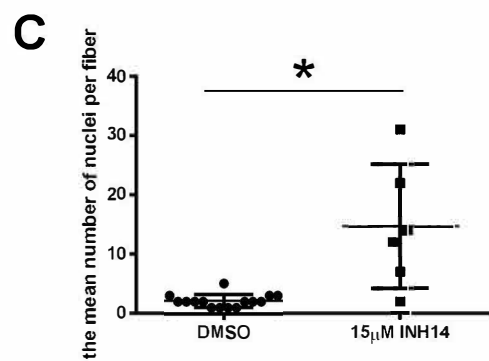

**Figure S4**

# Supplementary material for: TNF Signaling Acts Downstream of MiR-322/-503 in Regulating DM1 Myogenesis
**Source:** Front Endocrinol (Lausanne). 2022 Apr 7;13:843202. doi: 10.3389/fendo.2022.843202
**Supplement:** Supplementary file 2

***Table S1. List of primers used for RT-qPCR***

| **Primers** | **Sequences(5’-3’)** |
| --- | --- |
| MyoD-F | ATGGCATGATGGATTACAGCGG |
| MyoD-R | CTATGCTGGACAGGCAGTCG |
| MyoG-F | ACTCCCTTACGTCCATCGTG |
| MyoG-R | CAGGACAGCCCCACTTAAAA |
| Mef2C-F | CGGTGTCGTCAGTTGTATGG |
| Mef2C-R | TGCAGTAGATATGCGGCTTG |
| Mrf4-F | ACTGCTAAGGAAGGAGGAGCA |
| Mrf4-R | CTGGCATCTGTGAGCCCTAA |
| Myomixer-F | CTGAGCAGTTCTGACTGGTG |
| Myomixer-R | CACCATCGGGAGCAATGGAA |
| Myomaker-F | ATCGCTACCAAGAGGCGTT |
| Myomaker-R | CACAGCACAGACAAACCAGG |
| Gapdh-F | CAAGCTCATTTCCTGGTATGACAA |
| Gapdh-R | GGGATAGGGCCTCTCTTGCT |
| Col1a1-F | CCAGGTCCCAAGGGTAACAG |
| Col1a1-R | ACTCCAGTAGCACCGGGTT |
| Fmod-F | GAACAGTTCAACCCAAGAGACA |
| Fmod-R | GGGGTCGTAGTAGGTGGACT |
| Postn-F | CCTGCCCTTATATGCTCTGCT |
| Postn-R | AAACATGGTCAATAGGCATCACT |
| Cxcl5-F | TGCCCTACGGTGGAAGTCAT |
| Cxcl5-R | AGCTTTCTTTTTGTCACTGCCC |
| Ccl2-F | CACTCACCTGCTGCTACTCA |
| Ccl2-R | GCTTGGTGACAAAAACTACAGC |
| IL1b-F | GTGTCTTTCCCGTGGACCTT |
| IL1b-R | AATGGGAACGTCACACACCA |

How the deposited data were processed for this re-analysis (not part of the article)

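Gene expression was measured by RNA-seq on day 4 of differentiation in DM1 myoblasts with the empty vector (control) and with miR-322/-503 overexpression, with 3 libraries per group. According to the paper, the authors filtered the reads with Trim-Galore, aligned them to GRCm38 with Hisat2 and used Stringtie to make read count tables. The paper's text names no versions and no gene annotation. The deposited table gives estimated counts per gene as whole numbers, without normalization. The deposited table of each library gives coverage (a signal per base), FPKM and TPM per gene, computed by the authors with Stringtie. Of the 55421 gene identifiers, 55154 were found in GENCODE M21. A few genes were listed more than once in the tables of single libraries, and their TPM values were summed.

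Estimated counts were used as deposited. For well-covered single-transcript genes, coverage times transcript length divided by the count had a median between 74.98 and 74.99 bases per library. The covered bases of low genes peaked at 300 in each library, with smaller peaks at 150 and 600. A read pair was therefore represented by about 4 counts. This overstates the counting precision, but replicate variation was estimated from the libraries themselves. A fold change against a group in which no library exceeded 12 estimated counts (3 read pairs) is given as a lower bound. Such bounds cover counting error only, since the paper describes no molecular identifiers.

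Total estimated counts had a median of 83632836 (78219596 to 86470394) in the control and 75835534 (73532084 to 92157388) in the miR-322/-503 group. TMM factors lay between 0.977 and 1.03. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 14.8 and 21.3 on counts per read pair, so no library was taken for a copy of another.

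Differential expression was tested with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment) in R 4.3.3 over 18140 genes. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. CPM values are estimated counts scaled to TMM-normalized library size with edgeR's cpm function, given as mean ± SD. Principal components were computed from variance-stabilized counts of DESeq2 1.42.0 for the 500 most variable genes. Preranked GSEA used fgsea 1.28.0 with weight 1 and 100000 gene permutations. Its p-values come from permuting genes, which treats genes as independent. Camera and fry of limma 3.58.1 were run beside it.

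Gene lists for TNF signaling (112 genes), muscle (60), cytokine receptors (82), extracellular matrix (69), proliferation (43) and interferon response (38) were written from general knowledge before the data were examined. They are not the GO and KEGG sets of the paper. The genes of Figure 5E (17) and Figure 5F (32) were read from the figures. Genes named in the text are all genes of Figure 5E, the myogenic genes and the other genes the paper names, the genes of Figure 5F that were called, the 5 largest rises and 5 largest falls among called genes with non-overlapping groups and a mean of at least 10 CPM in the higher group (1 of these is not reported here), and for each other list the 3 called members with the largest absolute fold change (2 were called in the proliferation list). A list of 28 immediate-early genes was written later.

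For the seed match of the microRNAs, the longest 3'UTR of at least 50 bases of each gene was taken from GENCODE M21, and all heptamers were ranked by the Mann-Whitney z of log2 fold changes, after regression on the logarithm of 3'UTR length and on GC content, between genes with and without the heptamer. The computations were tested on simulated data. With 200 genes changed by a log2 fold change of 2, edgeR called 200 of them and no unchanged gene among 18127 tested genes, and DESeq2 called 200 of them and no unchanged gene among 28101. A simulated list that was lower had a normalized enrichment score of -3.30 and an unchanged list had a permutation p of 0.987. A simulated repression of genes with the seed match ranked the heptamer at 1 over 13428 genes, and a simulated shift of chromosome 9 was recovered as -0.25 over 18158 genes.

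Alternatives fixed before the data were examined were DESeq2, other normalizations and filters, glmTreat, limma on log2(TPM + 1), a replicate block, leaving out each library, other rankings and set tests, Reactome sets and a correction for GC content and length. Counts per read pair, DESeq2 without the genes at 0 in all libraries and 2 reduced TNF lists were added after the data were seen. Beside each reduced list, 200 random removals of 7 genes from the TNF list were scored. The DM1 and normal myoblasts, the mouse quadriceps, and the RT-qPCR and inhibitor experiments were not analysed here.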

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

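The tests by chromosome position and the removal of list genes in this part were chosen only after the result was seen. The TNF signaling list and its score were fixed before. So were limma on log2(TPM + 1), the leaving out of each library and the GC content and length correction. Their use on positions was not. Genes of whole chromosomes were shifted between the lines, in data the paper does not discuss by position. The 1014 tested genes of chromosome 9 had a median log2 fold change 0.28 lower than the other autosomes (shift -0.28), and 76.3% of them were below 0. The quartiles of chromosome 9 were -0.54 and -0.02, against -0.28 and 0.29 for the other autosomes, so most of its genes moved together. Relative to the control mean, the median of chromosome 9 was -0.246, -0.222 and -0.230 in the miR-322/-503 libraries and 0.0014, -0.0048 and 0.0001 in the control libraries. Chromosome 4 was shifted by -0.19, and chromosomes 5, 13 and 19 by 0.18, 0.16 and 0.15. The 33 tested mitochondrial genes were shifted by 0.45, for which no explanation was tested. A block of chromosome 8 of GRCm38, from 79639618 to 95483623, was shifted by -0.74 over 191 tested genes, of which 89.0% were below 0. The remaining 762 tested genes of chromosome 8 had a median of 0.04. The edges of the block were set from the same fold changes, as the longest run of windows of 25 genes with a median at least 0.4 under that of the autosomes. In the miR-322/-503 libraries the median of the block was -0.648, -0.627 and -0.638.

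Removing a trend on GC content and gene length left the shifts at -0.28 for chromosome 9 and -0.76 for the block, which argues against such a trend as the whole cause. Across the 6 fits that each left out 1 library, the shift of chromosome 9 lay between -0.28 and -0.26 and that of the block between -0.81 and -0.75. With limma on log2(TPM + 1) they were smaller, at -0.15 and -0.49. The medians of windows of 25 neighbouring genes had an SD of 0.195, above the highest value of 0.112 in 1000 shuffled gene orders, so neighbouring genes moved together. These values are consistent with a difference in chromosome content between the 2 stable lines, as a hypothesis. Only 1 of the 10 splits of the 6 libraries, the real one, shifted chromosome 9 as much, but 10 splits alone are too few to exclude chance. Relative to the control mean, the chromosome 9 medians were -0.246 to -0.222 in the miR-322/-503 libraries and -0.0048 to 0.0014 in the control libraries. This gap, far beyond the spread within groups, argues against chance in how the libraries fell into groups. Each group comes from its own stable line, so a difference between the lines that arose during transfection and selection cannot be told apart from an effect of miR-322/-503. DNA copy number was not analysed here.

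The block holds 3 of the 17 genes of Figure 5E, Il15, Junb and Nod2, with log2 fold changes of -1.40, -2.04 and -1.19, each further from 0 than the median of the block (-0.74). Without the 7 tested TNF signaling genes of the block and of chromosome 9, the TNF signaling list had a permutation p of 0.0762 in place of 0.0166. All 7 had a log2 fold change below 0, and the edges of the block were set from the same fold changes, so their removal weakens the score by construction. Of 200 random removals of 7 list genes, 20 were not past the threshold and 5 scored as weakly as this removal. Their median normalized enrichment score was -1.47. Random draws need not hold only genes that fell. Whether the positions carry the result cannot be told apart from the removal of other genes that fell.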

How the results depend on the processing

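The numbers of genes called higher and lower kept within 1.5 times of 832 and 959 with DESeq2, the other size factors, no filter, at least 10 counts in every library, the replicate block and counts per read pair. With glmTreat, which tests against a log2 fold change of 1 and is stricter by construction, 396 genes were higher and 530 lower, and 5 genes of Figure 5E and 7 of Figure 5F were lower, against 13 and 14. With limma on log2(TPM + 1), 387 genes were higher and 564 lower, and Casp8 changed sign (0.0253, adjusted p = 0.914 in limma, against 0.280 to 0.914 over its alternatives), and the cause was not tested. Across the 6 fits that each left out 1 library, 715 to 806 genes were higher, 886 to 965 were lower, 13 to 14 genes of Figure 5E and 14 to 15 of Figure 5F were lower, and PC1 held 77.3% to 80.8%. Without miR-322/-503 replicate 1, Myh3 changed sign, and it lay between -0.143 and 0.0468 across these fits. Among single named genes, 23 other values were weaker and 10 stronger over all alternatives. PC1 held 68.5% with log2 CPM, 64.8% with all genes and 70.0% with log2(TPM + 1), and the cause was not tested.

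The replicate numbers paired the libraries weakly, if at all. The correlations of same-numbered deviations from the group means were 0.131, 0.0687 and 0.0451, and only 1 was over 0.1. Those between libraries of different numbers were all lower, from -0.108 to 0.0401, so a weak pairing is not excluded. With the replicate block, 747 genes were higher and 893 lower, and no list or heptamer result changed its side of the threshold, while Gapdh among the named genes did.

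The TNF signaling list kept a negative score under each alternative. Its normalized enrichment score of -1.48 became -1.20 (permutation p = 0.108) when genes were ranked by DESeq2 fold changes, and -1.02 (p = 0.408) without the genes of Figure 5E, which removes genes that fell and so weakens the score by construction. Chosen after seeing the data, the list without immediate-early genes gave -1.28 and without genes of the chromosome 8 block and chromosome 9 gave -1.31. It was stronger with the signed square root of F (-1.60) and with at least 10 counts in every library (-1.71). It stayed past the threshold in camera with preset and estimated correlation and in fry, and lay between -1.64 and -1.40 across the leave-one-out fits. Fry does not set a list against the other genes, and every list passed it (p from 6.86e-07 to 0.0025 in fry). Passing fry therefore does not set a list apart. The interferon list (-1.58) fell to -1.31 with the signed square root of F, to -0.90 with DESeq2 fold changes and to p = 0.0758 in camera with estimated correlation, and lay between -1.54 and -1.15 across the leave-one-out fits, 4 of which, those without control replicates 1 and 2 and miR-322/-503 replicates 2 and 3, were not past the threshold. The muscle list, not past the threshold by GSEA (1.20, p = 0.186), reached it with the signed square root of F (2.10), with at least 10 counts in every library (1.53), in camera with preset correlation (p = 1.89e-05) and in fry (p = 0.0025), but not in camera with estimated correlation (p = 0.209). The cytokine receptor list (-1.13, p = 0.271) changed sign with DESeq2 fold changes (0.835, permutation p = 0.803) and passed the threshold in fry (p = 0.000217) only, and its odds ratio among lower genes was 1.25 with the Reactome set. With Reactome sets, the odds ratio of the extracellular matrix genes was 5.31 in place of 19.1 and that of the muscle genes 3.48 in place of 3.85, both still past the threshold. The proliferation and extracellular matrix lists were past the threshold under each alternative. The ranking by DESeq2 fold changes also had no expression filter. It held 107 TNF signaling and 66 cytokine receptor genes, against 98 and 47 in the main ranking. The cause of these changes was not tested.

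The heptamer of miR-322 ranked 13909 without the length and GC regression and 11082 with at least 10 counts in every library, and from 14844 to 16174 across the leave-one-out fits. It was no longer past the threshold in the first 2 of these and without miR-322/-503 replicate 2. The cause was not tested. In each of these its genes were higher, not lower. As the table counts a read pair about 4 times, genes at or under 12 estimated counts in 1 group have only a lower bound.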

Differences from the paper's values

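Of the values the paper's text states for these libraries, the numbers of genes higher and lower and the share of PC1 were compared, and none of these 3 differed by more than 1.5 times. The number of altered pathways was not recomputed. The paper's 941 genes higher and 1053 lower stand beside 832 and 959 with edgeR. DESeq2 on the deposited table, the paper's stated tool and an alternative set before the data were examined, gave 941 and 1053. After removing genes with 0 counts in all libraries, a setting chosen after seeing the values, DESeq2 gave 938 and 1052. The paper's 78% for PC1 stands beside 77.3%, and rlog gave 78.4%.

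The paper states that the genes of Figure 5E were significantly reduced with miR-322/-503. Of the 17, Ifi47, Casp8, Map2k6 and Ccl2 were not past an adjusted p-value of 0.05 in edgeR's quasi-likelihood test (0.555, 0.377, 0.351 and 0.0575). Ccl2 was past it with DESeq2 (log2 fold change -0.47, adjusted p = 0.0448, and 0.0452 after removing genes with 0 counts, which was chosen after seeing the values) and without control replicate 1 (adjusted p = 0.0263 in edgeR), within a range of 0.0263 to 0.167 over the alternatives. None of the settings tried brought Ifi47, Casp8 or Map2k6 past it.

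By RT-qPCR, the paper reports that Myog, Myf6 (Mrf4) and Mymk rose with miR-322/-503. The paper's methods describe RNA taken on several days of differentiation, while the RNA-seq libraries are from day 4 only. In these libraries, Myog was lower (log2 fold change -0.74), and Myf6 and Mymk were not past the threshold (0.78 and -0.41). Myf6 had 17, 0 and 48 estimated counts in the control and 25, 39 and 44 with miR-322/-503. Its change had the direction of the paper's RT-qPCR, at counts too low to decide. Across the 6 fits that each left out 1 library, Myf6 lay between 0.20 and 2.05 and Mymk between -0.50 and -0.22.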

Other observations

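Of the tests in this part, the counts of splits for results other than the called genes, the counts per read pair, the removal of immediate-early genes and the use of the GC content and length correction to explain the TNF signaling score were chosen only after the result was seen, and the lists, their scores, the seed match and the correction itself were fixed before. Only the real split of the 10 splits of the 6 libraries gave as many called genes (1 of 10). It gave 1791 called genes against 0 to 3 in each other split, and the groups did not overlap for 45.1% of tested genes, where chance gives 10%, although with 10 splits the share itself cannot fall under 0.1. The counts for the lists decide nothing about chance. As many genes of Figure 5E or Figure 5F in one direction (1 and 1) and as strong an over-representation of the muscle, cytokine receptor and extracellular matrix lists (1, 1 and 1) were given by the real split alone, but the other splits had almost no called genes to compare, and 0 of them in these 3 lists. Each other split keeps a part of the real contrast, as its shift of chromosome 9 shows (between -0.10 and 0.11, against -0.28), and scores that depend on the order of the genes keep it too. Scores as extreme were given by 1 split for the extracellular matrix list, 2 for the TNF signaling list, 3 for the interferon list, 4 for the proliferation list, 5 for the muscle list and 7 for the cytokine receptor list, and 2 splits gave as extreme a rank of the heptamer, the real split included.

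Direct repression by the overexpressed microRNAs was not visible as a set. The match to the miR-322-5p seed, TGCTGCT, ranked 15958 from the lowest, at 97.4% of all heptamers (z = 3.05). The median residual log2 fold change was 0.05 for the 3271 genes with the heptamer and 0.02 for those without it among 13416 genes, so they were slightly higher, and repression as the main source of the 959 lower genes would need them to be lower. The match of miR-503-5p, CGCTGCT, ranked 5374, at 32.8% (z = 0.486). Both seed sequences were taken from general knowledge. Celf1, which the paper cites as a target of miR-322/-503, had a log2 fold change of 0.29 (adjusted p = 0.0160 in edgeR's quasi-likelihood test, higher in 3 of 3 libraries), but 3 of the 6 fits that each left out 1 library were not past the threshold (adjusted p up to 0.0566).

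By RT-qPCR, the paper reports a rise of Myog, Myod1, Mef2c, Myf6 (Mrf4), Mymx and Mymk with miR-322/-503. The paper's text does not say whether the RNA was that of the RNA-seq libraries. Its methods describe RNA taken on several days of differentiation, while the RNA-seq libraries are from day 4 only. In these libraries, Mef2c had a log2 fold change of 3.61 (adjusted p = 2.23e-05 in edgeR's quasi-likelihood test). Myog was lower, at -0.74 (adjusted p = 0.000665 in the same edgeR test), and stayed lower across the 6 fits that each left out 1 library, from -0.81 to -0.70. Myod1 and Mymx both had 0.37 (adjusted p = 0.0270 and 0.0196 in the same edgeR test), but 3 and 4 of these 6 fits were not past the threshold, with adjusted p up to 0.0842 and 0.0661. Mymk and Myf6 were not past it (adjusted p = 0.0796 and 0.635), and Mymk was past it, and lower, with DESeq2 (-0.40, adjusted p = 0.0207 in DESeq2, within a range of 0.0207 to 0.219 over the alternatives). Of the myosin genes, Myh7 had -0.70 (adjusted p = 0.0335 in edgeR), but 5 of the 6 fits were not past the threshold (adjusted p up to 0.108), and Myh3 was not past it (adjusted p = 0.735). The tested myogenic list held 8 genes, with a median log2 fold change of 0.16. No cause of these directions was tested.

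Cell cycle exit with miR-322/-503, proposed in the paper's discussion, was tested with the proliferation list. Its normalized enrichment score was -1.85 (permutation p = 0.000516, adjusted p = 0.00155 over 6 lists), 31 of 43 genes were lower and 0 were higher at an adjusted p-value under 0.05 (33 and 1 adjusted over the list alone), and the median log2 fold change was -0.56. Mki67 had -0.75, Cdc20 -1.33 and Ccnb2, on the shifted chromosome 9, -1.22. This is consistent with fewer cycling cells, while other causes, a difference between the lines included, stay open.

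The interferon list had a normalized enrichment score of -1.58 (permutation p = 0.0211, adjusted p = 0.0316 over 6 lists). At an adjusted p-value under 0.05, 11 of 33 genes were lower and 4 higher (13 and 5 adjusted over the list alone). Tap1 and Trim30a had log2 fold changes of -2.64 and -2.44, and Psmb8 was at least 4.79-fold lower.

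Other tests bear on the calls and on the TNF signaling list. With counts per read pair, edgeR called 1576 genes against 1791, so counting a read pair several times was not the source of most calls. Of 28 immediate-early genes, 15 were lower and 7 higher (median log2 fold change -0.77). Without the 7 of them in the TNF signaling list, its permutation p was 0.0970. Of 200 random removals of 7 list genes, also chosen afterwards, 3 scored as weakly and 20 were not past the threshold. Random draws need not hold only genes that fell. The 7 immediate-early genes were chosen after the values were seen and include Fos, Junb, Socs3 and Ptgs2, which fell. Their part therefore cannot be told apart from the removal of other genes that fell. After removing a trend on GC content and length the list had a permutation p of 0.0295, which argues against that trend as the whole cause.

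The extracellular matrix list had a normalized enrichment score of -2.23 (permutation p = 1.89e-05, the smallest these permutations can give). Of 29 tested genes of Figure 5F, which the paper draws for mouse muscle, 14 were lower and 5 higher at an adjusted p-value under 0.05 (15 and 5 adjusted over the list alone), and the set had -1.53 (permutation p = 0.0344).

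Of the other genes the paper names, Col1a1 was higher (log2 fold change 0.53, adjusted p = 0.000323 in edgeR's quasi-likelihood test) and Postn was lower (-2.96, adjusted p = 2.27e-06 in the same edgeR test). Dmpk had 0.61 (adjusted p = 0.0304), but 3 of the 6 fits that each left out 1 library were not past the threshold (adjusted p up to 0.0991). Mbnl1, Cdc25a, Traf3, Il1b and Gapdh were not past it, with adjusted p-values from 0.0867 to 0.448 in edgeR. Under single alternatives, Gapdh was past it with the replicate block (adjusted p = 0.0218 in edgeR, range 0.0218 to 0.660 over the alternatives), Mbnl1 with DESeq2 on counts per read pair (0.0303, range 0.0303 to 0.277) and without control replicate 2 (0.0484), and Cdc25a without control replicate 1 (0.0420, range 0.0420 to 0.227). Pax7 had at most 12 estimated counts in every library, so no fold change is given.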
